# Metabolic co-dependence drives the evolutionarily ancient *Hydra–Chlorella* symbiosis

**DOI:** 10.7554/eLife.35122

**Published:** 2018-05-31

**Authors:** Mayuko Hamada, Katja Schröder, Jay Bathia, Ulrich Kürn, Sebastian Fraune, Mariia Khalturina, Konstantin Khalturin, Chuya Shinzato, Nori Satoh, Thomas CG Bosch

**Keywords:** *Hydra*, *Chlorella*, symbiosis, genome, nitrogen metabolism, Other

## Abstract

Many multicellular organisms rely on symbiotic associations for support of metabolic activity, protection, or energy. Understanding the mechanisms involved in controlling such interactions remains a major challenge. In an unbiased approach we identified key players that control the symbiosis between *Hydra viridissima* and its photosynthetic symbiont *Chlorella* sp. A99. We discovered significant up-regulation of *Hydra* genes encoding a phosphate transporter and glutamine synthetase suggesting regulated nutrition supply between host and symbionts. Interestingly, supplementing the medium with glutamine temporarily supports in vitro growth of the otherwise obligate symbiotic *Chlorella*, indicating loss of autonomy and dependence on the host. Genome sequencing of *Chlorella* sp. A99 revealed a large number of amino acid transporters and a degenerated nitrate assimilation pathway, presumably as consequence of the adaptation to the host environment. Our observations portray ancient symbiotic interactions as a codependent partnership in which exchange of nutrients appears to be the primary driving force.

## eLife digest

All animals host microorganisms; some of which form ‘symbiotic’ relationships with their host that are mutually beneficial. For instance, the human gut shelters tens of thousands of species of bacteria that break down our food for us, and corals, jellyfish or sea anemones can extract energy directly from sunlight thanks to the algae that live inside their cells.

*Hydra*, a small freshwater animal, lives in a symbiotic relationship with algae called *Chlorella* that it carries inside its cells. Once an independent organism, *Chlorella* has evolved in such a way that, in nature, it cannot exist without *Hydra* anymore. In turn, the algae produce sugars to fuel the animal when it cannot get food from the environment. Yet, despite over 30 years of research, it still remains unclear how exactly the relationship between *Hydra* and *Chlorella* works, and how it came to be. Understanding how these two organisms live together could help researchers to figure out the general principles that guide symbiotic interactions.

Nitrogen is an element that is essential for life, and organisms can extract it from various sources, such as nitrates or the amino acid glutamine. Here, Hamada, Schr*ö*der et al. sequenced the entire genome of *Chlorella*. This revealed that *Chlorella* has lost someof the genes required to obtain nitrates, and to process them into nitrogen. However, the genetic analysis showed that the algae express genes that allow them to import amino acids.

In turn, analysis of the genes expressed by *Hydra* when it lives in symbiosis with *Chlorella* showed that the animal turns on genetic information needed to make glutamine. It thus seems that *Hydra* creates glutamine which *Chlorella* can import; the algae then process this amino acid to obtain the nitrogen they need. Hamada, Schr*ö*der et al. also discovered that if the environment was artificially enriched in glutamine, *Chlorella* could live on their own outside of *Hydra* for a while.

The results suggest that symbiotic relationships, such as the one between *Hydra* and *Chlorella*, were established because the organisms became dependent on each other for essential nutrients. This co-dependency is strengthened if the organisms lose the ability to produce the nutrients on their own. However, this partnership may be altered when the environment changes too much, especially if the balance of nutrients available gets tipped. For example, if seas that are normally poor in nutrients become suddenly rich in these elements, this may disrupt the existence of symbiotic organisms such as corals.

## Introduction

Symbiosis has been a prevailing force throughout the evolution of life, driving the diversification of organisms and facilitating rapid adaptation of species to divergent new niches (Moran, 2007; Joy, 2013; McFall-Ngai et al., 2013). In particular, symbiosis with photosynthetic symbionts is observed in many species of cnidarians such as corals, jellyfish, sea anemones and hydra, contributing to the ecological success of these sessile or planktonic animals (Douglas, 1994; Davy et al., 2012). Among the many animals dependent on algal symbionts, inter-species interactions between green hydra *Hydra viridissima* and endosymbiotic unicellular green algae of the genus *Chlorella* have been a subject of interest for decades (Muscatine and Lenhoff, 1963; Roffman and Lenhoff, 1969). Such studies not only provide insights into the basic ‘tool kit’ necessary to establish symbiotic interactions, but are also of relevance in understanding the resulting evolutionary selective processes (Muscatine and Lenhoff, 1965a; 1965b; Thorington and Margulis, 1981).

The symbionts are enclosed in the host endodermal epithelial cells within perialgal vacuoles called ‘symbiosomes’. The interactions at play here are clearly metabolic: the algae depend on nutrients that are derived from the host or from the environment surrounding the host, while in return the host receives a significant amount of photosynthetically fixed carbon from the algae. Previous studies have provided evidence that the photosynthetic symbionts provide their host with maltose, enabling *H. viridissima* to survive periods of starvation (Muscatine and Lenhoff, 1963; Muscatine, 1965; Roffman and Lenhoff, 1969; Cook and Kelty, 1982; Huss et al., 1994). *Chlorella*-to-*Hydra* translocation of photosynthates is critical for polyps to grow (Muscatine and Lenhoff, 1965b; Mews, 1980; Douglas and Smith, 1983; 1984). Presence of symbiotic algae also has a profound impact on hydra´s fitness by promoting oogenesis (Habetha et al., 2003; Habetha and Bosch, 2005).

Pioneering studies performed in the 1980 s (McAuley and Smith, 1982; Rahat and Reich, 1984) showed that there is a great deal of adaptation and specificity in this symbiotic relationship. All endosymbiotic algae found in a single host polyp are clonal and proliferation of symbiont and host is tightly correlated (Bossert and Dunn, 1986; McAuley, 1986a). Although it is not yet known how *Hydra* controls cell division in symbiotic *Chlorella*, *Chlorella* strain A99 is unable to grow outside its polyp host and is transmitted vertically to the next generation of *Hydra*, indicating loss of autonomy during establishment of its symbiotic relationship with this host (Muscatine and McAuley, 1982; Campbell, 1990; Habetha et al., 2003).

Molecular phylogenetic analyses suggest that *H. viridissima* is the most basal species in the genus *Hydra* and that symbiosis with *Chlorella* was established in the ancestral *viridissima* group after their divergence from non-symbiotic *Hydra* groups (Martínez et al., 2010; Schwentner and Bosch, 2015). A recent phylogenetic analysis of different strains of green hydra resulted in a phylogenetic tree that is topologically equivalent to that of their symbiotic algae (Kawaida et al., 2013), suggesting these species co-evolved as a result of their symbiotic relationship. Although our understanding of the factors that promote symbiotic relationships in cnidarians has increased (Shinzato et al., 2011; Davy et al., 2012; Lehnert et al., 2014; Baumgarten et al., 2015; Ishikawa et al., 2016), very little is known about the molecular mechanisms allowing this partnership to persist over millions of years.

Recent advances in transcriptome and genome analysis allowed us to identify the metabolic interactions and genomic evolution involved in achieving the *Hydra-Chlorella* symbiotic relationship. We present here the first characterization, to our knowledge, of genetic complementarity between green *Hydra* and *Chlorella* algae that explains the emergence and/or maintenance of a stable symbiosis. We also provide here the first report of the complete genome sequence from an obligate intracellular *Chlorella* symbiont. Together, our results show that exchange of nutrients is the primary driving force for the symbiosis between *Chlorella* and *Hydra*. Subsequently, reduction of metabolic pathways may have further strengthened their codependency. Our findings provide a framework for understanding the evolution of a highly codependent symbiotic partnership in an early emerging metazoan.

## Results

### Discovery of symbiosis-dependent *Hydra* genes

As tool for our study we used the green hydra *H. viridissima* (Figure 1A) colonized with symbiotic *Chlorella* sp. strain A99 (abbreviated here as Hv_Sym), aposymbiotic *H. viridissima* from which the symbiotic *Chlorella* were removed (Hv_Apo), as well as aposymbiotic *H.viridissima,* which have been artificially infected with *Chlorella variabilis* NC64A (Hv_NC64A). The latter is symbiotic to the single-cellular protist *Paramecium* (Karakashian and Karakashian, 1965). Although an association between *H. viridissima* and *Chlorella* NC64A can be maintained for some time, both their growth rate (Figure 1B) and the number of NC64A algae per *Hydra* cell (Figure 1—figure supplement 1) are significantly reduced compared to the symbiosis with native symbiotic *Chlorella* A99.

**Figure 1.**
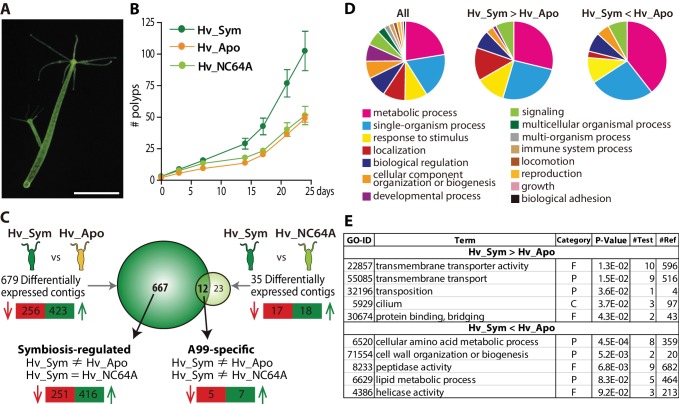
*Hydra* growth and differential expression of *Hydra* genes resulting from symbiosis. (**A**) *Hydra viridissima* strain A99 used for this study. Scale bar, 2 mm. (**B**) Growth rates of polyps grown with native symbiotic *Chlorella* A99 (Hv_Sym, dark green), Aposymbiotic polyps from which *Chlorella* were removed (Hv_Apo, orange) and aposymbiotic polyps reinfected with *Chlorella variabilis* NC64A (Hv_NC64A, light green). Average of the number of hydra in each experimental group (n = 6) is represented. Error bars indicate standard deviation. (**C**) Graphic representation of differentially expressed genes identified by microarray. The transcriptome of Hv_Sym is compared with that of Hv_Apo and Hv_NC64A with the number of down-regulated contigs in Hv_Sym shown in red and those up-regulated in green. Genes differentially expressed in Hv_Sym compared to both Hv_Apo and Hv_NC64A are given as ‘A99-specific’, those differentially expressed between Hv_A99 and Hv_Apo but not Hv_NC64A as ‘Symbiosis-regulated’. (**D**) GO distribution of Biological Process at level two in all contigs (All), up-regulated contigs (Hv_Sym > Hv_Apo) and down-regulated contigs (Hv_Sym < Hv_Apo) in Hv_Sym. (**E**) Overrepresented GO terms in up-regulated contigs (Hv_Sym > Hv_Apo) and down-regulated contigs (Hv_Sym < Hv_Apo). Category, F: molecular function, C: cellular component, P: biological process. P-values, probability of Fisher’s exact test. #Test, number of corresponding contigs in differentially expressed contigs. #Ref, number of corresponding contigs in all contigs. 10.7554/eLife.35122.007Figure 1—source data 1.GO distribution of Biological Process in all contigs (All), up-regulated contigs (up: Hv_Sym > Hv_Apo) and down-regulated contigs (down: Hv_Sym < Hv_Apo) in Hv_Sym.

**Figure 1—figure supplement 1.**
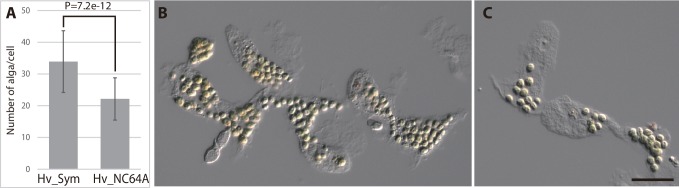
*Chlorella* sp. A99 and *Chlorella variabilis* NC64A in *Hydra viridissima* A99. (**A**) Average number of algae per *Hydra* cell, for native *Chlorella* sp. A99 (Hv_Sym) and aposymbiotic *Hydra* re-infected with *Chlorella variabilis* NC64A (Hv_NC64A). P: p-value of student t-test. (**B**) Endodermal epithelial cells of Hv_Sym showing intracellular algae (**C**) Endodermal epithelial cells of Hv_NC64A. Scale bar, 20 µm.

**Figure 1—figure supplement 2.**
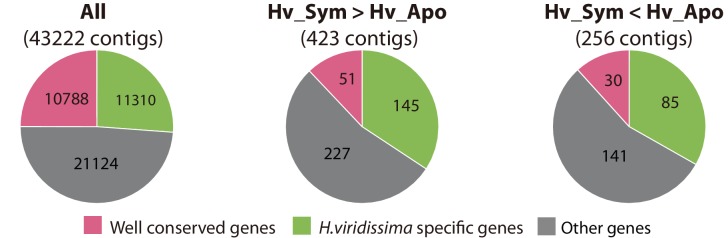
Conserved genes and species-specific genes differentially expressed in symbiotic *Hydra*. Distribution of well-conserved *Hydra viridissma* genes (pink), *Hydra viridissima*-specific genes (green) and other genes (shared by some but not all metazoans, gray) among eight metazoans: *Hydra magnipapillata*, *Acropora digitifera*, *Nematostella vectensis*, *Strongylocentrotus pupuratus*, *Branchiostoma floridae*, *Homo sapiens* and *Drosophila melanogaster* and *Hydra viridissima* A99. Pie charts are shown for all contigs (All), up-regulated contigs (Hv_Sym > Hv_Apo) and down-regulated contigs (Hv_Sym < Hv_Apo).

**Figure 1—figure supplement 3.**
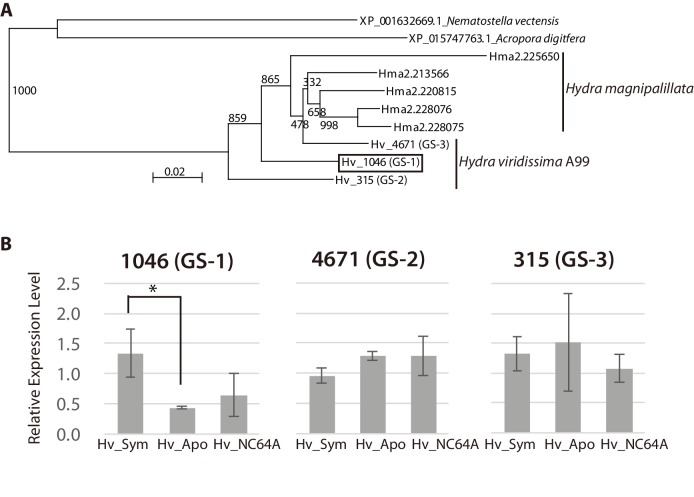
Glutamine synthetase (GS) genes in Cnidarians. (**A**) Phylogenetic tree of the GS gene of four species in Cnidarians. While anthozoans (*Nematostella vectensis*, *Acropora digitifera*) have a single GS gene, *Hydra magnipappilata* (Hma) has five genes and *Hydra viridissima* A99 has three genes, Hv_1046 (GS-1), Hv_315 (GS-2) and Hv_4671 (GS-3). (**B**) Average of relative expression level of the three GS genes in Hv_Sym, Hv_NC64A and Hv_Apo as determined by microarray analysis. Error bars indicate standard deviation. P-value of t-test, *<0.05.

H.*H. viridissima* genes involved in the symbiosis with *Chlorella* algae were identified by microarray based on the contigs of *H. viridissima* A99 transcriptome (NCBI GEO Platform ID: GPL23280). 

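The deposited arrays are 1-colour Agilent arrays of 60-mer probes, 1 array per RNA sample, with 43218 probes for 43209 contig names on 43803 spots that are not controls. Contigs carry the names of the array design, and no genome was used here. There were 4 groups of 3 arrays. Hv_Sym stands for polyps of strain A99 with their native Chlorella A99, and Hv_Apo for polyps freed of algae. Hv_NC64A stands for polyps that host the foreign Chlorella NC64A, and Hv_Sym_sexy for sexual polyps with the native algae. RNA was taken after 6 hours of light, and 400 ng of it was labelled with cyanine-3 for each array. The authors read each scanned image with the Feature Extraction software, which gives a background-subtracted signal intensity for each spot, and scaled each array by its 75th percentile.
Between 79.1% and 85.1% of the spots lay well above background on the Hv_Sym arrays (median 82.0%), between 73.1% and 78.6% on the Hv_Apo arrays (median 78.5%) and between 76.1% and 80.2% on the Hv_NC64A arrays (median 78.9%). On the Hv_Sym_sexy arrays the share was 64.5% to 81.2% (median 81.1%). The third Hv_Sym_sexy array had the share of 64.5%, and 2537 of its spots carried an outlier flag of the scanner software, against 18 to 56 on the other 11 arrays. No spot was saturated. Precision is limited by the number of arrays, 3 per group. For the values given here, the log2 of the signal was set relative to the 75th percentile of its array. Spots of one probe were averaged. Spots with an outlier flag were left out of the scanner files as recorded. In the authors' processed values, described below, such spots were kept, as for rc_26218, rc_6774 and 2111 on the array with most flags. Results with the processed values can thus differ through these spots as well as through the assignment of arrays. Groups were compared with limma over all 12 arrays, with Benjamini-Hochberg adjustment over the 43218 probes. A contig was called at an adjusted p under 0.05 and a fold of at least 2.
The scanner files and the authors' processed values of the same samples differ for 4 arrays. Each column of processed values was set against every scanner file. For 8 samples, 100% of the spots lay within 1% of a constant multiple of the sample's own scanner file. The processed columns of replicates 2 and 3 of Hv_NC64A matched in this way, over 100% of spots, the scanner files recorded for replicates 2 and 3 of Hv_Sym_sexy, and the reverse held as well. Within the sample's own scanner file, only 2.05% and 0.71% of their spots matched. The group averages in Supplementary file 1, of which 1995 lines could be read and 41227 were left out of the copy used here, equalled those of the processed values within 0.1% for all 1995 lines and all 4 groups. With the scanner files as recorded, the share of equal lines was 87.1% for Hv_Sym, 95.6% for Hv_Apo, 0.35% for Hv_NC64A and 0.3% for Hv_Sym_sexy. The values below come from the scanner files as recorded, and those of the processed values, with their other assignment of the 4 arrays, are given beside many of them. As recorded, replicates 2 and 3 of Hv_NC64A correlated more with the first array of Hv_Sym_sexy than with that of their own group, and replicates 2 and 3 of Hv_Sym_sexy more with the first array of Hv_NC64A. Between Hv_Sym and Hv_Apo the difference of means is nearly the same either way, but limma estimates the spread over all 12 arrays. The median SD between the 3 arrays of a group was 0.26 (log2) in Hv_Sym and 0.27 in Hv_Apo. It was 0.39 in Hv_NC64A and 0.70 in Hv_Sym_sexy as recorded, and 0.66 and 0.31 with the processed values.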

For the microarray analysis, total RNA was extracted from the polyps after light exposure for six hours. By comparing the transcriptomes of Hv_Sym and Hv_Apo, we identified 423 contigs that are up-regulated and 256 contigs that are down-regulated in presence of *Chlorella* A99 (Figure 1C). 

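In the comparison of Hv_Sym with Hv_Apo, limma called 705 contigs higher and 143 lower in Hv_Sym. With the authors' processed values 922 were called higher and 252 lower, of which 690 and 128 were the same contigs. Leaving out 1 array of the processed values gave 517 to 1424 higher and 110 to 577 lower. As recorded, at an unadjusted p under 0.05 without a fold minimum, 2337 contigs were higher and 1416 lower. The methods' t-test on log2 values, at the unadjusted threshold and fold minimum that the methods state, gave 1801 contigs higher and 927 lower, and on linear values 1748 and 780. After Benjamini-Hochberg adjustment the t-test on log2 values left 687 and 178. Higher contigs made up 83.1% of the calls. Leaving out 1 array gave from 357 (without Hv_Sym 3) to 1155 (without Hv_Sym_sexy 3) higher contigs and from 48 (without Hv_Sym 1) to 373 (without Hv_Sym_sexy 3) lower contigs. The alternative that lowered these counts most was a normexp background correction, with 70 higher and 9 lower, and the one that raised them most was an unadjusted p under 0.1 in limma, with 1843 and 1042. It was drawn off by 17 spots on 4 arrays, all of which the scanner software marks as background outliers. With background outliers left out, a setting chosen after these values were seen, the correction gave 357 and 157, so that 69.5% of the calls were higher, and the median difference of all contigs was -0.16 (log2), against -0.04 in the main setting, while the planned correction moved it to 0.74. The 12 arrays stood on 3 slides, each with 1 array of every group. With the slide as a block, which was the same as the replicate number of the sample titles, limma called 699 and 114, and with the 2 scan batches as a block 662 and 119. The first scan batch held 1 array of each group, so no value within it can be given.
Supplementary file 1 lists the 423 higher and 256 lower contigs of the study. All 423 had a higher mean in Hv_Sym than in Hv_Apo, with a median fold of 3.61, and 278 of them were called between these groups. All 256 had a lower mean, with a median fold of 2.61, and 69 were called. The contigs were chosen by the study on these same arrays, so counts adjusted over the list alone, 410 and 211, are not independent evidence. Outside the contigs that the paper names, contigs were looked at that were called against Hv_Apo in both Hv_Sym and Hv_Sym_sexy, were well above background on every Hv_Sym and Hv_Apo array, and had every array of both symbiotic groups on the same side of every Hv_Apo array. Among them the largest rises were in NPNH_25162, with a log2 difference of 3.37 (standard error 0.31, limma adjusted p = 0.000872), and rc_13442, with 3.23 (standard error 0.43, adjusted p = 0.00294). The largest falls were in NPNHRC_23361, with -6.66 (standard error 1.00, adjusted p = 0.0053), and rc_10716, with -4.24 (standard error 0.48, adjusted p = 0.00149). By the same rule on the processed values, the largest rises were in NPNH_25162 (3.37, standard error 0.29, adjusted p = 0.000262) and rc_29524 (3.26, standard error 0.53, adjusted p = 0.00662), and the largest falls in 1721 (-6.66, standard error 0.39, adjusted p = 3.88e-05) and NPNHRC_23361 (-6.66, standard error 0.93, adjusted p = 0.0029).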

To exclude genes involved in oogenesis and embryogenesis, only contigs differently expressed with similar patterns in both sexual and asexual Hv_Sym were recorded. 

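With the condition that a contig be called in the same direction in Hv_Sym and in Hv_Sym_sexy, each against Hv_Apo, limma left 470 higher and 86 lower contigs on the scanner files as recorded. Of these, 232 and 51 were in the lists of the study. With the authors' processed values, 644 higher and 201 lower contigs were left, and 322 and 121 of them were in the lists. Adjusted over the list alone, 360 of the 423 and 174 of the 256 contigs were called in both comparisons as recorded, and 416 and 230 with the processed values. With the slide as a block limma left 459 and 72 as recorded, and with the scan batch 424 and 75. The second comparison depended on the assignment of the arrays: Hv_Sym_sexy against Hv_Apo gave 545 higher and 170 lower contigs as recorded and 1925 and 1937 with the processed values. As recorded, leaving out 1 array moved the higher contigs between 178 (without Hv_Apo 1) and 671 (without Hv_Sym_sexy 3), and the lower contigs between 23 and 202, without the same arrays. With the processed values the higher contigs moved between 385 (without Hv_Apo 1) and 926 (without Hv_NC64A 3). The lower contigs moved between 92 and 442, without the same arrays. From the contigs that pass both comparisons, the study proceeds to the genes of the symbiosis, since the second comparison is meant to take out genes of oogenesis and embryogenesis.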

Interestingly, contigs whose predicted products had no discernible homologs in other organisms including other *Hydra* species were overrepresented in these differentially expressed contigs (Chi-squared test p<0.001) (Figure 1—figure supplement 2). Such taxonomically restricted genes (TRGs) are thought to play important roles in the development of evolutionary novelties and morphological diversity within a given taxonomic group (Khalturin et al., 2009; Tautz and Domazet-Lošo, 2011).

We further characterized functions of the differentially expressed *Hydra* genes by Gene Ontology (GO) terms (Ashburner et al., 2000) and found the GO term ‘localization’ overrepresented among up-regulated contigs (Hv_Sym > Hv_Apo), whereas the GO term ‘metabolic process’ was enriched among down-regulated contigs (Hv_Sym < Hv_Apo) (Figure 1D). 

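In Supplementary file 1, 10 contigs of the study's higher list carry the GO name transport and 5 of its lower list the GO name metabolic process. All 10 transport contigs had a higher mean in Hv_Sym than in Hv_Apo, by a median fold of 3.11 (range 2.18 to 9.92), and 5 of them were called by limma on the scanner files as recorded, against 8 with the authors' processed values. The 5 contigs of metabolic process were lower in Hv_Sym by a median fold of 2.42 (range 2.20 to 5.85), and 1 was called as recorded and 4 with the processed values. In each of these contigs the 3 Hv_Sym arrays lay on one side of the 3 Hv_Apo arrays, which chance gives, over both directions, in 10% of contigs, but the contigs were chosen on the same arrays. The enrichment of GO terms was not recomputed, since GO terms of all contigs of the array were not used here.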

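Contigs of the study's higher list were counted by the GO names given in Supplementary file 1. Transmembrane transporter activity was listed for 10 contigs, higher in Hv_Sym than in Hv_Apo by a median fold of 3.32, of which limma called 5 on the scanner files as recorded and 8 with the authors' processed values. Transmembrane transport was listed for 11 contigs with a median fold of 2.91, of which 5 and 9 were called. Cilium was listed for 3 contigs, with folds of 2.13 to 2.39, of which none was called as recorded and 2 with the processed values. The names transposition and protein binding, bridging each stood at 1 contig, with folds of 2.86 and 2.38, and both were called under either assignment.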

More specifically, the up-regulated contigs included many genes related to ‘transmembrane transporter activity’, ‘transmembrane transport’, ‘transposition’, ‘cilium’ and ‘protein binding, bridging’ (Figure 1E). In the down-regulated contig set, the GO classes ‘cellular amino acid metabolic process’, ‘cell wall organization or biogenesis’ and ‘peptidase activity’ were overrepresented (Figure 1E). These results suggest that the *Chlorella* symbiont affects core metabolic processes and pathways in *Hydra*. 

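In the study's lower list, the GO name cellular amino acid metabolic process stood at 8 contigs, lower in Hv_Sym than in Hv_Apo by a median fold of 3.02 (range 2.10 to 10.2), and limma called 4 of them on the scanner files as recorded and 6 with the authors' processed values. Cell wall organization or biogenesis stood at 2 contigs, with folds of 4.27 and 4.80, both called. Peptidase activity stood at 9 contigs, with a median fold of 2.75 (range 1.97 to 9.50), of which 4 were called as recorded and 3 with the processed values. From the terms of both lists, the paper proposes that the symbiont affects core metabolic processes of Hydra.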

Particularly, carrier proteins and active membrane transport appear to play a prominent role in the symbiosis.

As next step, we used GO terms, domain search and similarity search to further analyze the differentially expressed contigs between Hv_Sym and Hv_Apo (Supplementary file 1). As the genes with GO terms related to localization and transport, we identified 27 up-regulated contigs in Hv_Sym (Table 1). 

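All 27 contigs that Table 1 lists under localization and transport, the carbonic anhydrase contig included, had a higher mean in Hv_Sym than in Hv_Apo, and in each the Hv_Sym and Hv_Apo arrays did not overlap, which chance gives, over both directions, in 10% of contigs, but the study chose these contigs on the same arrays, so that share does not apply to them. The folds ranged from 2.06 to 9.92 with a median of 3.22. limma called 15 of the 27 between Hv_Sym and Hv_Apo on the scanner files as recorded, and 21 with the authors' processed values. In Hv_Sym_sexy against Hv_Apo, 13 were called as recorded and 24 with the processed values, and 11 and 21 were called in both comparisons. The largest difference was in rc_6788, annotated as a protein with a helicase C-terminal domain, with normalized log2 signals of 1.80 ± 0.27 (SD, n = 3) in Hv_Sym and -1.51 ± 0.29 in Hv_Apo, a difference of 3.31 (standard error 0.35, adjusted p = 0.00138). The median log2 difference of the 27 contigs between Hv_NC64A and Hv_Apo was 1.56 as recorded and 1.59 with the processed values.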

Interestingly, this gene set included a contig showing sequence similarity to the glucose transporter GLUT8 gene, which was previously reported to be up-regulated in the symbiotic state of the sea anemone *Aiptasia* (Lehnert et al., 2014; Sproles et al., 2018). Thus, a conserved mechanism may be responsible for photosynthate transport from the symbiont into the host cytoplasm across the symbiosome membrane. 

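The contig similar to GLUT8, npRC_14488, had a normalized log2 signal of 0.01 ± 0.18 (SD, n = 3) in Hv_Sym and -1.55 ± 0.37 in Hv_Apo. The difference of 1.56 (standard error 0.44) is a fold of 2.95, and all 3 Hv_Sym arrays lay above all 3 Hv_Apo arrays, but limma did not call it over all contigs (adjusted p = 0.145, and 0.141 with the authors' processed values). It was called without Hv_Sym_sexy 3 (adjusted p = 0.00429, range 0.000161 to 0.478 over the alternatives that adjust p). In Hv_Sym_sexy the difference from Hv_Apo was 0.75 (adjusted p = 0.546) as recorded and 1.42 (adjusted p = 0.0758) with the processed values.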

Further, a contig encoding a carbonic anhydrase (CA) enzyme was up-regulated in Hv_Sym (Table 1). 

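The carbonic anhydrase contig rc_24825 had a normalized log2 signal of -1.57 ± 0.31 (SD, n = 3) in Hv_Sym and -2.87 ± 0.12 in Hv_Apo, a difference of 1.30 (standard error 0.28), which limma called (adjusted p = 0.0405, and 0.0208 with the authors' processed values). It was no longer called without any 1 of 8 of the 12 arrays (adjusted p from 0.0543 to 0.195, range 0.000613 to 0.355 over the alternatives that adjust p). Against Hv_Apo, Hv_Sym_sexy differed by 1.12 (adjusted p = 0.0893) as recorded and by 1.24 (adjusted p = 0.0126) with the processed values.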

CA catalyzes the interconversion of HCO_3_ and CO_2_. Similar to the GLUT8 gene, carbonic anhydrase also appears to be up-regulated in symbiotic corals and anemones (Weis et al., 1989; Grasso et al., 2008; Ganot et al., 2011; Lehnert et al., 2014). It appears plausible that for efficient photosynthesis in symbiotic algae, the host may need to convert CO_2_ to the less freely diffusing inorganic carbon (HCO_3_) to maintain it in the symbiosome (Lucas and Berry, 1985; Weis et al., 1989; Barott et al., 2015). We also observed up-regulation of contigs encoding proteins involved in vesicular and endosomal trafficking, such as spe-39 protein, otoferlin, protein fam194b and V-type proton ATPase 21 kda proteolipid, which may have a function in nutrition exchange between host and symbiont and maintenance of proper condition in the symbiosome. 

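Of these contigs, rc_6298 (protein fam194b) differed most, with a normalized log2 signal of 0.59 ± 0.19 (SD, n = 3) in Hv_Sym and -2.27 ± 0.41 in Hv_Apo, a difference of 2.86 (standard error 0.34, limma adjusted p = 0.00188). It stayed called without any 1 array. The spe-39 contig, NPNHRC_26094, differed by 1.69 (standard error 0.31, adjusted p = 0.0152). Without any 1 of the 6 Hv_Sym and Hv_Apo arrays it was not called (adjusted p from 0.0538 to 0.0866, range 3.67e-05 to 0.201 over the alternatives that adjust p). For otoferlin (9096) the difference was 1.64 (standard error 0.66, adjusted p = 0.459, not called). Without Hv_Sym_sexy 3 limma called it (adjusted p = 0.00315, range 0.000436 to 0.877 over the alternatives that adjust p). The probe of otoferlin was well above background on 2 of the 3 Hv_Sym_sexy arrays as recorded. The V-type proton ATPase contig, NPNH_14052, differed by 1.15 (standard error 0.27, adjusted p = 0.0581, not called), and was called with the authors' processed values (adjusted p = 0.0408). A call was gained without Hv_Sym_sexy 3 (adjusted p = 0.00938, range 0.000153 to 0.355 over the alternatives that adjust p). In all 4 contigs the 3 Hv_Sym arrays lay above the 3 Hv_Apo arrays.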

Upregulated genes also include genes encoding rhamnospondin and fibrillin, known to be involved in cell adhesion and extracellular matrix, and retention of the symbiont at the proper site in the *Hydra* cells.

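The rhamnospondin contig, npRC_24163, had a normalized log2 signal of -1.97 ± 0.08 (SD, n = 3) in Hv_Sym and -3.86 ± 0.11 in Hv_Apo, and limma called the difference of 1.89 (standard error 0.29, adjusted p = 0.0061), also without any 1 array. The fibrillin contig, 7915, stood at -0.42 ± 0.48 and -2.42 ± 0.39. Its difference of 1.99 was of similar size, with a larger standard error of 0.51, and was not called (adjusted p = 0.0894, and 0.0611 with the authors' processed values). Leaving out Hv_Sym_sexy 3 gave a call (adjusted p = 0.014, range 0.000451 to 0.344 over the alternatives that adjust p).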

**Table 1.** List of differentially expressed genes between Hv_Sym and Hv_Apo, which are likely to be involved in symbiotic relationship

Probename	Fold change			Human_BestHit		blast2GO_Description
	Hv_Sym /Hv_Apo	Hv_Sym_sexy /Hv_Apo	Hv_NC64A /Hv_Sym			
Localization and Transport						
Hv_Sym > Hv_Apo						
rc_6788	9.87	8.00	1.01			helicase conserved c-terminal domain containing protein
rc_10246	8.26	5.15	1.82			protein
rc_6298	7.10	4.73	0.99	hypothetical protein LOC220081		protein fam194b
2268	6.96	3.58	1.26	protein Daple		viral a-type inclusion protein
10548	6.74	6.89	0.73	transient receptor potential cation channel subfamily M member three isoform d		transient receptor potential cation channel subfamily m member 3-like
rc_1290	6.44	7.18	0.99	tetratricopeptide repeat protein eight isoform B		tetratricopeptide repeat protein 8
18736	6.04	6.34	1.03	BTB/POZ domain-containing protein KCTD9		btb poz domain-containing protein kctd9-like; unnamed protein product
rc_9270	5.96	10.03	1.37	PREDICTED: hypothetical protein LOC100131693		eukaryotic translation initiation factor 4e
NPNHRC_15697	3.85	2.74	0.62			major facilitator superfamily domain- containing protein 1
290	3.68	3.73	1.32	splicing factor, arginine/ serine-rich 6		splicing arginine serine-rich 4
rc_9596	3.56	4.19	1.62	BTB/POZ domain-containing protein KCTD10		btb poz domain-containing adapter for cul3-mediated degradation protein 3
rc_6774	3.34	3.32	1.31	solute carrier family 43, member 2		large neutral amino acids transporter small subunit 4
rc_26218	3.29	2.91	0.41	sodium-dependent phosphate transport protein 2A isoform 1		sodium-dependent phosphate transport protein 2b
NPNHRC_26094	3.20	3.98	1.31	SPE-39 proteinid="T5"		spe-39 protein
9096	3.10	2.20	0.69	otoferlin isoform d		otoferlin
rc_21349	2.89	4.25	0.78	5'-AMP-activated protein kinase catalytic subunit alpha-2		5 -amp-activated protein kinase catalytic subunit alpha-2
npRC_14488	2.88	2.65	0.71	solute carrier family 2, facilitated glucose transporter member 8		solute carrier family facilitated glucose transporter member 8-like
8863	2.75	2.70	0.81	ATP-binding cassette, sub-family B, member 10 precursor		abc transporter b family protein
rc_11896	2.49	2.56	1.52	ATP-binding cassette, sub-family B, member 10 precursor		abc transporter b family member 25-like
rc_6842	2.41	3.35	1.59	hypothetical protein LOC112752 isoform 2		intraflagellar transport protein 43 homolog
5242	2.36	3.35	1.22	growth arrest-specific protein 8		growth arrest-specific protein 8
5815	2.23	2.47	0.78	plasma membrane calcium- transporting ATPase 4 isoform 4a		plasma membrane calcium atpase
8765	2.22	3.25	0.91	growth arrest-specific protein 8		growth arrest-specific protein 8
NPNH_14052	2.19	2.17	0.79	V-type proton ATPase 21 kDa proteolipid subunit isoform 2		v-type proton atpase 21 kda proteolipid subunit-like
rc_2499	2.18	2.03	1.47	endoplasmic reticulum-Golgi intermediate compartment protein three isoform a		endoplasmic reticulum-golgi intermediate compartment protein 3 isoform 2
rc_13969	2.08	3.09	0.97			major facilitator superfamily
(IPR023561) Carbonic anhydrase, alpha-class						
rc_24825	2.49	2.38	0.83		protein tyrosine phosphatase, receptor type, G precursor	receptor-type tyrosine-protein phosphatase gamma
Cell Adhesion and extracelluar matrix						
Hv_Sym > Hv_Apo						
7915	4.01	5.09	0.94	fibrillin-2 precursor		fibrillin-1- partial
npRC_24163	glutamate3.69	3.59	1.32	semaphorin 5A precursor		rhamnospondin 1
Immunity, apoptosis and recognition						
Hv_Sym > Hv_Apo						
(IPR000157) Toll/interleukin-1 receptor homology (TIR) domain						
5168	9.28	4.92	0.61			protein; PREDICTED: uncharacterized protein LOC100893943
12749	5.13	3.35	1.26			PREDICTED: uncharacterized protein LOC100893943 [Strongylocentrotus purpuratus]
(IPR011029) DEATH-like						
6508	6.70	5.10	0.64			PREDICTED: hypothetical protein [Hydra magnipapillata]
rc_2417	5.39	2.70	1.01			nod3 partial; PREDICTED: uncharacterized protein LOC100206003
(IPR002398) Peptidase C14, caspase precursor p45						
NPNH_21275	2.36	3.53	1.18	caspase seven isoform alpha precursor		caspase d
(IPR016187) C-type lectin fold						
11411	2.93	2.98	0.75	C-type mannose receptor 2		PREDICTED: similar to predicted protein, partial [Hydra magnipapillata]
Hv_Sym < Hv_Apo						
(IPR000488) Death						
7319	0.45	0.31	1.10	probable ubiquitin carboxyl- terminal hydrolase CYLD isoform 2		ubiquitin carboxyl-terminal hydrolase cyld
(IPR001875) Death effector domain						
RC_FV81RT001CSTY	0.31	0.39	0.93	astrocytic phosphoprotein PEA-15		fadd
Chitinase						
Hv_Sym > Hv_Apo						
(IPR001223) Glycoside hydrolase, family 18, catalytic domain						
rc_4450	2.78	3.83	0.66			chitinase 2
Hv_Sym < Hv_Apo						
(IPR000726) Glycoside hydrolase, family 19, catalytic						
FPVQZVL01EAWBY	0.21	0.16	1.78			endochitinase 1-like
1028	0.23	0.18	1.47			endochitinase 1-like
Oxidative Stress Response						
Hv_Sym > Hv_Apo						
np_1276	5.99	7.16	0.78	glutaredoxin-2, mitochondrial isoform 2		cpyc type
10926	3.9	2.3	0.8	hydroxysteroid dehydrogenase- like protein 2		hydroxysteroid dehydrogenase-like protein 2
469	2.97	3.53	0.76	cytochrome P450 3A7		cytochrome p450
FV81RT001DCTAQ	2.69	2.50	0.75	oxidoreductase NAD-binding domain-containing protein one precursor		oxidoreductase nad-binding domain- containing protein 1
696	2.30	3.24	0.69	methionine-R-sulfoxide reductase B1		selenoprotein 1; methionine-r-sulfoxide reductase b1-a-like
6572	2.23	2.15	1.06	L-xylulose reductase		l-xylulose reductase
13298	2.10	3.49	0.64	eosinophil peroxidase preproprotein		peroxidase
npRC_6975	2.04	2.77	1.42	methionine-R-sulfoxide reductase B1		selenoprotein 1; methionine-r-sulfoxide reductase b1-a-like
(IPR024079) Metallopeptidase, catalytic domain						
Hv_array_4952	4.77	13.31	0.72	meprin A subunit beta precursor		zinc metalloproteinase nas-4-like
Hv_array_rc_3992	2.66	2.23	1.27	matrix metalloproteinase seven preproprotein		matrix metalloproteinase-24-like
Hv_Sym < Hv_Apo						
RC_FWZAEML02HKSC	0.255	0.153	1.444			ascorbate peroxidase
np_14962	0.293	0.455	1.390	tryptophan 5-hydroxylase 2		phenylalanine hydroxylase
rc_4151	0.318	0.463	1.693	phenylalanine-4-hydroxylase		phenylalanine hydroxylase
2835	0.384	0.344	1.787			u1 small nuclear ribonucleoprotein 70 kda
rc_11426	0.413	0.458	1.591	short-chain dehydrogenase/ reductase family 9C member 7		uncharacterized oxidoreductase -like
FWZAEML02IC34R	0.427	0.448	1.159	aldehyde dehydrogenase 5A1 isoform two precursor		succinate-semialdehyde mitochondrial-like
FWZAEML02HKSCO	0.454	0.307	0.833			ascorbate peroxidase
(IPR004045) Glutathione S-transferase, N-terminal						
RC_FWZAEML02GGHN	0.09	0.07	1.81	hematopoietic prostaglandin D synthase		glutathione s-transferase family member (gst-7)
(IPR024079) Metallopeptidase, catalytic domain						
rc_11270	0.14	0.20	1.33	meprin A subunit beta precursor		protein; zinc metalloproteinase nas-4-like
rc_RSASM_15059	0.22	0.29	1.42			---NA---
2111	0.37	0.43	1.74	meprin A subunit beta precursor		zinc metalloproteinase nas-4-like
12451	0.50	0.39	0.78	meprin A subunit alpha precursor		zinc metalloproteinase nas-13- partial
(IPR013122) Polycystin cation channel, PKD1/PKD2						
28854	0.37	0.28	0.94	polycystin-2		receptor for egg jelly partial
15774	0.40	0.26	0.76	polycystic kidney disease protein 1-like two isoform a		protein

Photosynthesis by symbiotic algae imposes Reactive Oxygen Species (ROS) that can damage lipids, proteins and DNA in the host cells (Lesser, 2006). Therefore, in symbiosis with photosynthetic organisms an appropriate oxidative stress response of the host is required for tolerance of the symbiont. Indeed, an increase of antioxidant activities in symbiotic states of cnidarians has been reported previously (Richier et al., 2005) and it has been suggested that ROS produced by stress could be the major trigger of symbiosis breakdown during coral bleaching (Lesser, 2006; Weis, 2008). To understand the oxidative stress response in green hydra, we searched the differentially expressed genes with the GO terms ‘response to oxidative stress’, ‘oxidation-reduction process’ and ‘oxidoreductase activity’. 

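Table 1 lists 10 higher contigs under oxidative stress response, the metallopeptidases included. All 10 had a higher mean in Hv_Sym than in Hv_Apo, with a median fold of 2.70, and limma called 6 on the scanner files as recorded and 7 with the authors' processed values. With the title number, which equals the slide, as a block, 3 of the 6 calls were lost, those of rc_3992, of 469 (adjusted p = 0.0628, range 1.01e-05 to 0.301 over the alternatives that adjust p) and of FV81RT001DCTAQ (adjusted p = 0.0724, range 5.07e-05 to 0.262 over the alternatives that adjust p), and none was gained. The glutaredoxin contig np_1276 rose most, from -1.92 ± 0.27 (SD, n = 3) in Hv_Apo to 0.68 ± 0.15 in Hv_Sym (normalized log2 signal), a difference of 2.60 (standard error 0.37, adjusted p = 0.0038). It stayed called without any 1 array. The peroxidase contig 13298 differed by 1.08 (standard error 0.62, adjusted p = 0.831) and was not called, nor with the processed values (adjusted p = 0.379). The methionine-R-sulfoxide reductase contigs 696 and npRC_6975 differed by 1.22 (standard error 0.46, adjusted p = 0.405) and 1.04 (standard error 0.37, adjusted p = 0.336). Neither was called, except without the third Hv_Sym_sexy array (adjusted p = 0.0253 and 0.037), among the arrays left out in turn. Over the alternatives that adjust p the range was 0.000138 to 0.838 for 696 and 0.000364 to 0.879 for npRC_6975. In Hv_Sym_sexy against Hv_Apo, the 3 last contigs were called with the processed values (13298, 696 and npRC_6975, by 1.75, 1.70 and 1.47) but not as recorded (0.79, 0.65 and 1.48).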

In Hv_Sym, contigs for peroxidase, methionine-r-sulfoxide reductase/selenoprotein and glutaredoxin, which are known to be related to oxidative stress response were up-regulated (Table 1). On the other hand, some contigs encoding glutathione S-transferase and ascorbate peroxidase were down-regulated in Hv_Sym. In addition, two contigs encoding polycystin were down-regulated in Hv_Sym. 

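The glutathione S-transferase contig, RC_FWZAEML02GGHN, fell from a normalized log2 signal of 1.71 ± 0.29 (SD, n = 3) in Hv_Apo to -2.29 ± 1.82 in Hv_Sym. This fold of 16 (standard error 1.16 on the log2 scale) was not called by limma (adjusted p = 0.162, and 0.0876 with the authors' processed values). It was called without Hv_NC64A 2 (adjusted p = 0.031, range 0.0118 to 0.529 over the alternatives that adjust p). Of the ascorbate peroxidase contigs, RC_FWZAEML02HKSC differed by -1.99 (standard error 0.45, adjusted p = 0.0521, not called) and was called with the processed values (adjusted p = 0.00122). Without any 1 of 4 of the 12 arrays limma called it (adjusted p from 0.017 to 0.0405, range 4.53e-05 to 0.944 over the alternatives that adjust p). FWZAEML02HKSCO differed by -1.14 (standard error 0.51, adjusted p = 0.556, not called). A call was gained without Hv_Sym_sexy 3 (adjusted p = 0.0497, range 0.000659 to 1 over the alternatives that adjust p). In each of the 3 contigs all Hv_Sym arrays lay below all Hv_Apo arrays. Of the 14 lower contigs that Table 1 lists under oxidative stress response, 6 were called as recorded and 8 with the processed values.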

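The polycystin contig 28854 had a normalized log2 signal of -1.70 ± 0.31 (SD, n = 3) in Hv_Sym and -0.28 ± 0.46 in Hv_Apo, and limma called the difference of -1.42 (standard error 0.30, adjusted p = 0.0387). Its call was lost without any 1 of 8 of the 12 arrays (adjusted p from 0.0515 to 0.203, range 0.000204 to 0.812 over the alternatives that adjust p). The second, 15774, differed by -1.33 (standard error 0.49) and was not called between these groups (adjusted p = 0.366). Leaving out Hv_Sym_sexy 3 gave a call (adjusted p = 0.0164, range 0.000225 to 0.827 over the alternatives that adjust p). In Hv_Sym_sexy against Hv_Apo both were called, with differences of -1.59 and -2.24 as recorded and -1.82 and -1.92 with the authors' processed values. On the Hv_Sym_sexy arrays as recorded, 15774 was well above background on 2 of 3.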

Polycystin is an intracellular calcium release channel that is inhibited by ROS (Montalbetti et al., 2008) and is also down-regulated in a different strain of symbiotic green hydra (Ishikawa et al., 2016). In addition, six contigs encoding metalloproteinases showed differential expression between Hv_Sym and Hv_Apo. 

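Among the 6 metalloproteinase contigs, 2 were higher and 4 lower in Hv_Sym than in Hv_Apo, and in each the arrays of the groups did not overlap. The largest fall was in rc_11270, with a log2 difference of -2.81 (standard error 0.37, limma adjusted p = 0.00264), followed by rc_RSASM_15059 with -2.20 (standard error 0.28, adjusted p = 0.00233). Both stayed called without any 1 array. Contig 2111 differed by -1.43 (standard error 0.26, adjusted p = 0.02), and was not called with the authors' processed values (adjusted p = 0.0607). Leaving out any 1 of the 6 Hv_Sym and Hv_Apo arrays took the call away (adjusted p from 0.0599 to 0.116, range 9.23e-05 to 0.116 over the alternatives that adjust p). Contig 12451, at -0.98 (standard error 0.38, adjusted p = 0.417), was not called. The higher contig rc_3992 differed by 1.42 (standard error 0.32, adjusted p = 0.0477), and the adjusted p was 0.0568 with the replicate number as a block. The call lay near the threshold and was lost without any 1 of 10 of the 12 arrays (adjusted p from 0.0617 to 0.199, range 3.63e-05 to 0.355 over the alternatives that adjust p). The other higher contig, Hv_array_4952, at 2.29 (standard error 0.66, adjusted p = 0.15), was called with the processed values (adjusted p = 0.00428) or without Hv_Sym_sexy 3 (adjusted p = 0.0406, range 2.6e-05 to 0.484 over the alternatives that adjust p).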

Although metalloproteinases have many functions such as cleavage of cell surface proteins and remodeling of the extracellular matrix, in a previous study they also were found to play a role in the oxidative stress response (Császár et al., 2009). A key antioxidant in the oxidative stress response in symbiotic cnidarians turns out to be glutathione (Sunagawa et al., 2009; Meyer and Weis, 2012). The gene encoding glutathione S-transferase was previously observed to be downregulated in corals, sea anemones, different strains of green hydra and *Paramecium* (Kodama et al., 2014; Lehnert et al., 2014; Ishikawa et al., 2016; Mohamed et al., 2016). Our study supports this view (Table 1) and may point to a conserved feature of oxidative stress response in algal-animal symbiosis.

Previous studies have suggested that during establishment of coral–algal symbiosis the host immune response may be partially suppressed (Weis et al., 2008; Mohamed et al., 2016). Our observations in *Hydra* together with previous findings in corals indicate that regulation of symbiosis by innate immunity pathways indeed may be a general feature of cnidarian symbiosis. Among the differentially expressed contigs we identified a number of genes involved in innate immunity and apoptosis. Pattern recognition receptors (PRRs) and the downstream innate immunity and apoptosis pathways are thought to play important roles in various symbiotic interactions including cnidarian-dinoflagellate symbiosis (Davy et al., 2012). In Hv_Sym we found two up-regulated contigs that contain a Toll/interleukin-1 receptor (TIR) domain (Table 1). 

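Of the contigs with a TIR domain, 5168 stood at a normalized log2 signal of -0.06 ± 0.20 (SD, n = 3) in Hv_Sym and -3.28 ± 0.22 in Hv_Apo, and 12749 at -0.41 ± 0.29 and -2.76 ± 0.18. limma called both, 5168 with a difference of 3.22 (standard error 0.39, adjusted p = 0.00213) and 12749 with 2.35 (standard error 0.45, adjusted p = 0.0196). Contig 5168 stayed called without any 1 array. Contig 12749 was no longer called without any 1 of the 6 Hv_Sym and Hv_Apo arrays (adjusted p from 0.0603 to 0.0989, range 1.55e-05 to 0.151 over the alternatives that adjust p). In Hv_Sym_sexy against Hv_Apo both were called as recorded (2.18 and 2.37) and with the authors' processed values (2.31 and 1.73). Of the contigs that Table 1 lists under immunity, apoptosis and recognition, limma called 4 of the 6 higher and 1 of the 2 lower.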

TIR is a known PRR that is inserted in the host cell membrane and plays an important role in the innate immune system by specifically recognizing microbial-associated molecular patterns, such as flagellin, lipopolysaccharide (LPS) and peptidoglycan (Hoving et al., 2014). Furthermore, we found one up-regulated contig with similarity to a mannose receptor gene with C-type lectin domain (Table 1). This is worth noting since C-type lectin receptors bind carbohydrates and some of them are known to function as PRRs. 

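The contig similar to a mannose receptor, 11411, had a normalized log2 signal of 0.83 ± 0.35 (SD, n = 3) in Hv_Sym and -0.70 ± 0.10 in Hv_Apo. All Hv_Sym arrays lay above all Hv_Apo arrays, and the difference was 1.53 (standard error 0.61), a fold of 2.88. limma did not call it (adjusted p = 0.443, and 0.431 with the authors' processed values). It was called without Hv_Sym_sexy 3 (adjusted p = 0.0264, range 0.00259 to 0.852 over the alternatives that adjust p).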

Host lectin-algal glycan interactions have been proposed to be involved in infection and recognition of symbionts in some cnidarians including green hydra, sea anemones and corals (Meints and Pardy, 1980; Lin et al., 2000; Wood-Charlson et al., 2006). Interestingly, up-regulation of C-type lectin genes was also observed during onset of cnidarian–dinoflagellate symbiosis (Grasso et al., 2008; Schwarz et al., 2008; Sunagawa et al., 2009; Mohamed et al., 2016).

Furthermore, contigs encoding chitinase enzymes also were differentially expressed between Hv_Sym and Hv_Apo (Table 1). Chitinases are involved in degradation of chitin, which is a component of the exoskeleton of arthropods and the cell wall of fungi, bacteria and some *Chlorella* algae (Kapaun and Reisser, 1995), and also might play a role in host-defense systems for pathogens which have chitinous cell wall. Chitinases are classified into two glycoside hydrolase families, GH18 and GH19, with different structures and catalytic mechanisms. 

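Table 1 lists 1 chitinase contig with a GH18 domain as higher in Hv_Sym and 2 with a GH19 domain as lower. The GH18 contig, rc_4450, stood at a normalized log2 signal of 5.04 ± 0.01 (SD, n = 3) in Hv_Sym and 3.56 ± 0.12 in Hv_Apo, a difference of 1.48 (standard error 0.43, limma adjusted p = 0.165, not called). It was called with the authors' processed values (adjusted p = 0.0193). Without Hv_NC64A 1 limma called it (adjusted p = 0.0162, range 0.000106 to 0.452 over the alternatives that adjust p). The GH19 contig 1028 differed by -2.09 (standard error 0.42, adjusted p = 0.0267). Without any 1 of the 6 Hv_Sym and Hv_Apo arrays it was not called (adjusted p from 0.0723 to 0.129, range 3.75e-05 to 0.234 over the alternatives that adjust p). FPVQZVL01EAWBY, the other GH19 contig, differed by -2.26 (standard error 0.51, adjusted p = 0.0495), with an adjusted p of 0.0583 when the replicate number was a block. Its call was lost without any 1 of 10 of the 12 arrays (adjusted p from 0.0653 to 0.206, range 3.71e-05 to 0.305 over the alternatives that adjust p).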

In Hv_Sym two contigs encoding GH18 chitinases were up-regulated, while one contig encoding a GH19 chitinase was down-regulated, suggesting that the enzymes involved in chitin degradation are sensitive to the presence or absence of symbiotic *Chlorella*.

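Between Hv_Sym and Hv_NC64A, limma called 0 contigs higher and 0 lower on the scanner files as recorded, where the lowest adjusted p was 0.33. At an unadjusted p under 0.05, without a fold minimum, 1869 contigs were higher and 467 lower in Hv_Sym. The methods' t-test on log2 values, at the unadjusted threshold and fold minimum that the methods state, gave 557 and 278, and on linear values 563 and 140. After Benjamini-Hochberg adjustment that t-test left 0 and 0. limma with array weights gave 2042 and 664, with a weight of 0.07 on the third Hv_Sym_sexy array. With the authors' processed values limma called 2 contigs higher and 6 lower in Hv_Sym than in Hv_NC64A, and at an unadjusted p under 0.05 there were 520 and 797. Array weights on these values, added after they were seen, ended without convergence, ran from 0.04 to 22.5 within Hv_NC64A and gave 122 and 250. Contigs that met the conditions for A99-specific expression, called in Hv_Sym and in Hv_Sym_sexy against Hv_Apo and in Hv_Sym against Hv_NC64A, all in one direction, numbered 0 as recorded, or 53 higher and 4 lower with array weights. With the processed values there were 2 higher and 2 lower, or 25 and 49 with array weights, and with the slide as a block, a setting added after these values were seen, limma called 0 contigs between Hv_Sym and Hv_NC64A on them, so that 0 and 0 were left. Without a block, leaving out 1 array of these gave 0 to 1 higher contigs (1 without Hv_NC64A 2, Hv_NC64A 3 or Hv_Sym_sexy 3) and 0 to 3 lower (3 without Hv_NC64A 3). The methods' t-test on log2 values gave 26 higher and 4 lower as recorded and, added after these values were seen, 15 and 53 with the processed values.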

To narrow down the number of genes specifically affected by the presence of the native symbiont *Chlorella* A99, we identified 12 contigs that are differentially expressed in symbiosis with *Chlorella* A99, but not in presence of foreign *Chlorella* NC64A (Figure 1C A99-specific). Independent qPCR confirmed the differential expression pattern for 10 of these genes (Table 2). The genes up-regulated by the presence of the symbiont encode a Spot_14 protein, a glutamine synthetase (GS) and a sodium-dependent phosphate (Na/Pi) transport protein in addition to a *H. viridissima* specific gene (rc_12891: *Sym-1*) and a *Hydra* genus specific gene (rc_13570: *Sym-2*) (Table 2). 

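The sentence names Sym-2 as rc_13570 and Table 2 as rc_13579, and the values here are of rc_13579. All 5 contigs had higher means in Hv_Sym than in Hv_Apo without overlap between the arrays. rc_13579 differed by 3.84 (standard error 0.83, limma adjusted p = 0.0395) and was called. Leaving out any 1 of 8 of the 12 arrays took the call away (adjusted p from 0.0519 to 0.183, range 0.000548 to 0.201 over the alternatives that adjust p). The others were not called: rc_12891 (Sym-1) differed by 3.30 (adjusted p = 0.199), Spot_14 (27417) by 2.17 (adjusted p = 0.345), the Na/Pi transport protein (rc_26218) by 1.71 (adjusted p = 0.0923) and GS-1 (1046) by 1.58 (adjusted p = 0.108). rc_12891 was called without Hv_Sym_sexy 3 (adjusted p = 0.0331, range 0.000424 to 0.619 over the alternatives that adjust p) and rc_26218 without Hv_NC64A 1 or Hv_Sym_sexy 3 (adjusted p from 0.0189 to 0.0493, range 0.000393 to 0.372 over the alternatives that adjust p). On the authors' processed values, whose arrays give other estimates of the spread, all 5 were called against Hv_Apo, with adjusted p from 0.00159 for Spot_14 to 0.0426 for GS-1.
Against Hv_NC64A, the array values of these contigs depended on the assignment of the arrays. The paper also measured them by qPCR, not analysed here, and gives each as higher in Hv_Sym than in Hv_NC64A. The processed values had that direction in each, and the files as recorded in all but rc_12891. The primers that the paper lists for rc_12891 and NPNHRC_12201 are the same. Spot_14 stood at 0.05 ± 0.31 (SD, n = 3) in Hv_Sym and -0.08 ± 1.62 in Hv_NC64A on the scanner files as recorded, a difference of 0.14 (standard error 0.78, adjusted p = 0.979). With the processed values, Hv_NC64A stood at -2.19 ± 0.25, and the difference of 2.24 (standard error 0.28, adjusted p = 0.0441) was called by limma over all 12 arrays. That call was lost with the slide as a block on these values, added after they were seen (adjusted p = 0.12, range 0.00051 to 1 over the alternatives that adjust p). The differences of rc_13579, rc_12891 and rc_26218 were 0.74, -0.19 and 0.40 as recorded and 2.07, 1.96 and 1.29 with the processed values (adjusted p = 0.64 for each). Without array weights limma called none of them in either assignment. On the processed values, limma with array weights and the methods' t-test on log2 and on linear values, all added after these were seen, called rc_13579 and rc_26218, and on linear values the methods' t-test called rc_12891. Array weights and the methods' t-test on log2 and on linear values of this kind called Spot_14 too. Those array weights ended without convergence, with nearly all weight within Hv_NC64A on its first array. The spot of rc_26218 on the third Hv_Sym_sexy array carried an outlier flag and was left out as recorded. With the processed values that spot was kept, at 0.74 on the third Hv_NC64A array, and the values of rc_26218 there include it. rc_12891 was well above background on 2 of the 3 Hv_NC64A arrays with the processed values.

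**Figure D1:**
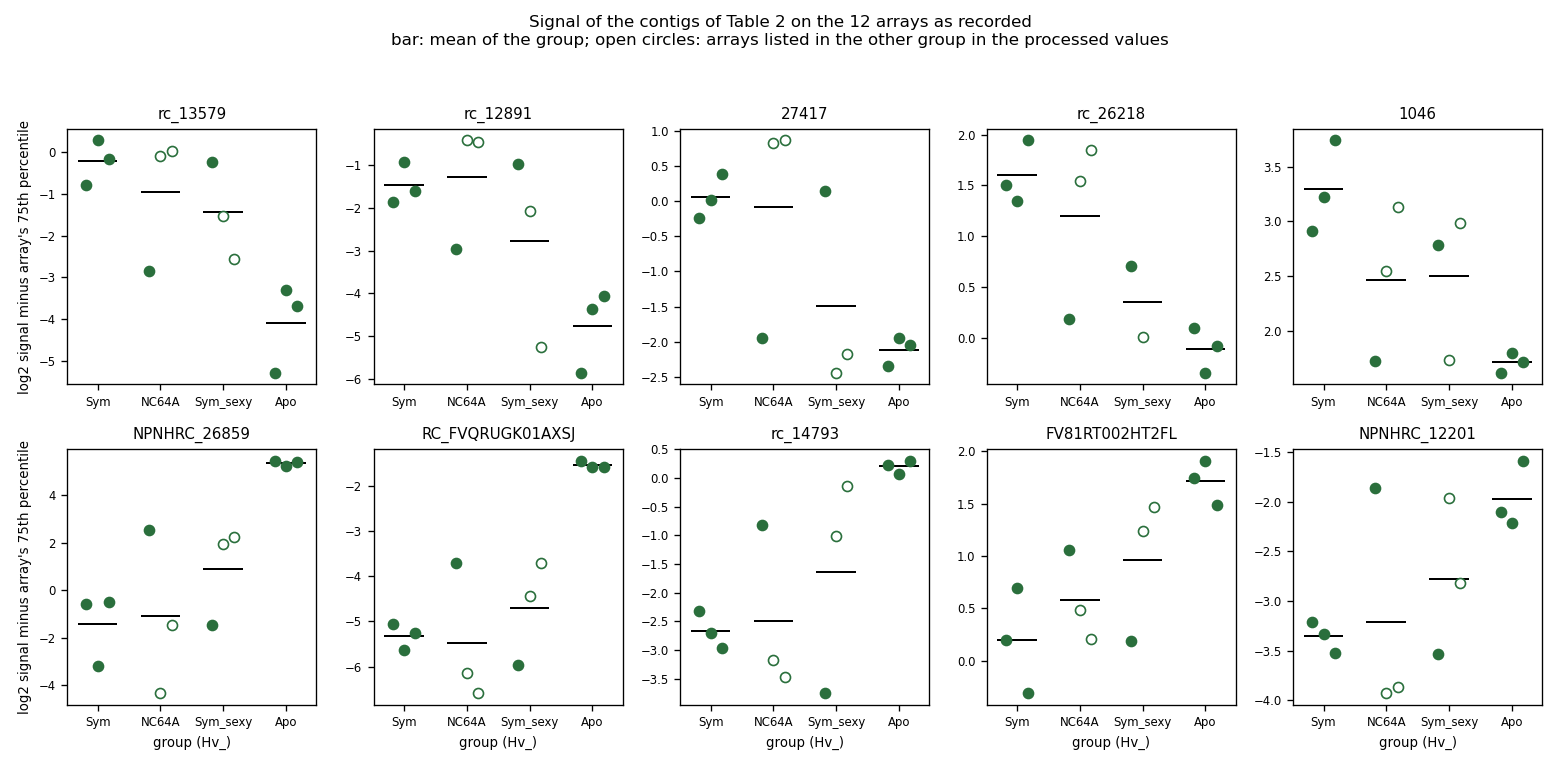
Normalized log2 signal (log2 of the signal minus the 75th percentile of its array, vertical axis) of the 10 contigs of Table 2 on each array of the 4 groups (horizontal axis) as recorded. Each circle is an array, the bar is the mean of the group, and open circles are the 4 arrays that the processed values list in the other group, with no point for the outlier spot of rc_26218. For Spot_14 (27417) the open Hv_NC64A circles lie at 0.84 and 0.87 beside the first array at -1.95, and the open Hv_Sym_sexy circles at -2.44 and -2.18 beside the first array at 0.14.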

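The 5 lower contigs of Table 2 had lower means in Hv_Sym than in Hv_Apo, and the arrays did not overlap. limma called NPNHRC_26859, a contig specific to H. viridissima, with a log2 difference of -6.78 (standard error 1.50, adjusted p = 0.0468), and acetoacetyl-CoA synthetase (RC_FVQRUGK01AXSJ), with -3.79 (standard error 0.71, adjusted p = 0.0178). The adjusted p of NPNHRC_26859 was 0.0665 with the replicate number as a block. The call lay near the threshold and was lost without any 1 of 8 of the 12 arrays (adjusted p from 0.0628 to 0.201, range 0.000179 to 0.201 over the alternatives that adjust p). RC_FVQRUGK01AXSJ was no longer called without any 1 of the 6 Hv_Sym and Hv_Apo arrays (adjusted p from 0.0634 to 0.085, range 2.02e-06 to 0.355 over the alternatives that adjust p). The other contigs were not called: 2-isopropylmalate synthase (rc_14793) differed by -2.86 (adjusted p = 0.178), histidine ammonia-lyase (FV81RT002HT2FL) by -1.52 (adjusted p = 0.0946) and NPNHRC_12201 by -1.39 (adjusted p = 0.434). rc_14793 was called without Hv_Sym_sexy 1 (adjusted p = 0.0403, range 5.83e-06 to 0.522 over the alternatives that adjust p), and FV81RT002HT2FL without Hv_Sym_sexy 1 or Hv_Sym_sexy 3 (adjusted p from 0.0447 to 0.0454, range 0.000265 to 0.709 over the alternatives that adjust p). All 5 were called against Hv_Apo with the authors' processed values.
Against Hv_NC64A limma without array weights called none of the 5 in either assignment. On the processed values and added after these were seen, limma with array weights called all but FV81RT002HT2FL, and the methods' t-test called all 5, on log2 and on linear values. The array weights ended without convergence, with nearly all weight within Hv_NC64A on its first array. On the scanner files as recorded the log2 differences of Hv_Sym from Hv_NC64A were -0.33 for NPNHRC_26859, 0.17 for acetoacetyl-CoA synthetase, -0.18 for 2-isopropylmalate synthase, -0.39 for histidine ammonia-lyase and -0.14 for NPNHRC_12201, with adjusted p from 0.906 to 0.974. With the processed values they were -3.66, -1.37, -2.01, -1.06 and -1.14, the lowest adjusted p being 0.0961 for 2-isopropylmalate synthase. The direction of acetoacetyl-CoA synthetase thus changed with the assignment of the arrays. The paper's qPCR gives all 5 as lower in Hv_Sym than in Hv_NC64A, which is the direction of the processed values. Its probe was well above background on 2 of the 3 Hv_NC64A arrays as recorded.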

*Hydra* genes down-regulated by the presence of *Chlorella* A99 were two *H. viridissima*-specific genes and three metabolic genes encoding histidine ammonia-lyase, acetoacetyl-CoA synthetase and 2-isopropylmalate synthase (Table 2). Of the up-regulated genes, Spot_14 is described as thyroid hormone-responsive spot 14 protein reported to be induced by dietary carbohydrates and glucose in mammals (Tao and Towle, 1986; Brown et al., 1997). Na/Pi transport protein is a membrane transporter actively transporting phosphate into cells (Murer and Biber, 1996). GS plays an essential role in the metabolism of nitrogen by catalyzing the reaction between glutamate and ammonia to form glutamine (Liaw et al., 1995). Interestingly, out of the three GS genes *H. viridissima* contains only *GS-1* was found to be up-regulated by the presence of the symbiont (Figure 1—figure supplement 3). 

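GS-1 (contig 1046) had a normalized log2 signal of 3.29 ± 0.42 (SD, n = 3) in Hv_Sym and 1.71 ± 0.09 in Hv_Apo, a fold of 2.98, with a standard error of 0.42 on the log2 difference. The contigs of the other GS genes changed less. They are named here after the legend and tree of the figure supplement, while the labels above its bars have GS-2 and GS-3 the other way round. The GS-2 contig differed by 0.29 (standard error 0.38, limma adjusted p = 1) and rc_4671 (GS-3) by -0.40 (standard error 0.61, adjusted p = 1). Whether the change of GS-1 differs from that of the other genes was not tested. In Hv_NC64A, GS-1 differed from Hv_Sym by 0.83 (Hv_Sym minus Hv_NC64A, standard error 0.42, adjusted p = 0.845) as recorded and by 1.14 (standard error 0.36, adjusted p = 0.64) with the authors' processed values. Without array weights limma called it in neither. On the processed values, added after these were seen, limma with array weights called it (adjusted p = 0.00184, range 0.00184 to 1 over the alternatives that adjust p), as did the methods' t-test on log2 and on linear values. Those weights ended without convergence and were 22.5 on the first Hv_NC64A array and 0.04 on the third, so nearly all weight in that group fell on 1 array.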

The discovery of these transcriptional responses points to an intimate metabolic exchange between the partners in a species-specific manner.

**Table 2.** List of genes differentially expressed in Hv_Sym compared to both Hv_Apo and Hv_NC64A (‘A99-specific’) Fold change of expression level determined by microarray analysis and qPCR analysis 10.7554/eLife.35122.010Table 2—source data 1.Expression level of ‘A99-specific’ genes and ‘Symbiosis related’ genes examined by microarray and qPCR.

Hv_Sym > Hv_Apo, Hv_NC64A						
Probe name (gene ID)	Microarray		qPCR		Gene annotation	InterProScan
	Sym/Apo	Sym/NC64A	Sym/Apo	Sym/NC64A		
rc_13579	12.8	4.0	11.2	4.0	(Hydra specific)	
rc_12891	9.0	2.9	14.6	6.9	(Hydra viridis specific)	
27417	4.5	4.8	3.0	3.0		IPR009786 Spot_14
rc_26218	3.3	2.4	2.5	2.3	sodium-dependent phosphate transport protein	PTHR10010 Sodium-dependent phosphate transport protein 2C
1046	3.1	2.1	2.2	1.6	glutamine synthetase	
**Hv_Sym < Hv_Apo, Hv_NC64A**						
**Probe name (gene ID)**	**Microarray**		**qPCR**		**Gene Annotation**	**InterProScan**
	**Apo/Sym**	**NC64A/Sym**	**Apo/Sym**	**NC64A/Sym**		
NPNHRC_26859	83.2	9.7	∞	∞	(Hydra viridis specific)	
RC_FVQRUGK01AXSJ	13.7	2.6	2.1	1.5	acetoacetyl-CoA synthetase	
rc_14793	7.2	4.1	9.4	4.8	2-isopropylmalate synthase	IPR013785 Aldolase_TIM,
FV81RT002HT2FL	2.8	2.0	3.1	1.8	histidine ammonia-lyase	IPR001106 Aromatic_Lyase IPR008948 L-Aspartase-like
NPNHRC_12201	2.7glutamate	2.3	2.6	2.5	(Hydra viridis specific)	

To better understand the specificity of *Hydra*´s response to the presence of the foreign symbiont, we also identified the genes differentially expressed in *Hydra* polyps hosting a non-native *Chlorella* NC64A (Hv_NC64A) compared to both polyps hosting the obligate symbiont *Chlorella* A99 (Hv_A99) and aposymbiotic Hydra (Hv_Apo). 

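A contig was counted as higher or lower in Hv_NC64A when limma called it in the same direction against both Hv_Sym and Hv_Apo. On the scanner files as recorded, 0 contigs were higher and 0 lower, since none was called between Hv_NC64A and Hv_Sym. Against Hv_Apo alone, 509 contigs were higher and 162 lower in Hv_NC64A (2382 and 2903 at an unadjusted p under 0.05). The methods' t-test on log2 values at its unadjusted threshold gave 98 higher and 68 lower against both groups, and limma with array weights 492 and 1388. From the authors' processed values limma called 2 contigs higher and 0 lower against both groups (0 and 0 with the slide as a block and 130 and 38 with array weights, both added after these values were seen), and the methods' t-test, also added then, gave 71 and 24 on log2 values and 43 and 30 on linear values. The array weights on the processed values ended without convergence, with nearly all weight within Hv_NC64A on its first array. Leaving out 1 array of the processed values gave 0 to 3 higher contigs in limma and 0 lower. There were 0 higher without any 1 Hv_Sym or Hv_Apo array, and 3 without Hv_NC64A 3. In the study's list of higher contigs, 13 of the 19 had a higher mean in Hv_NC64A than in Hv_Sym as recorded, and 19 of 19 with the processed values, where the median fold was 2.47. In its list of lower contigs, 37 of the 45 had a lower mean in Hv_NC64A than in Hv_Sym as recorded and all 45 with the processed values, where the median fold was 2.86. Adjusted over the list alone, with lists that the study chose on these arrays, 16 and 44 were called against Hv_Sym with the processed values and 3 and 0 as recorded.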

We found 19 contigs that were up-regulated and 45 contigs that were down-regulated in presence of NC64A, which strikingly did not include any genes related to immunity or oxidative stress response (Supplementary file 1). Instead, the differentially expressed contigs showed similarity to methylase genes involved in ubiquinone menaquinone biosynthesis and secondary metabolite synthesis such as n-(5-amino-5-carboxypentanoyl)-l-cysteinyl-d-valine synthase and non-ribosomal peptide synthase. 

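For the methylase contig rc_1623, the log2 difference of Hv_Sym from Hv_NC64A was -2.89 on the scanner files as recorded (standard error 0.55, limma adjusted p = 0.845) and -2.20 with the authors' processed values (standard error 0.68, adjusted p = 0.64). The contigs of the valine synthase, 14347 and SSH_397, differed by -0.20 and -0.003 as recorded (adjusted p = 0.972 and 0.999), and by -1.86 and -1.82 with the processed values (adjusted p = 0.64 for both). The non-ribosomal peptide synthase contig 28947 differed by -0.29 (adjusted p = 0.961) as recorded and by -2.18 (adjusted p = 0.64) with the processed values. A negative difference means a higher signal in Hv_NC64A. Of the 10 contigs of Table 3, limma called none between Hv_Sym and Hv_NC64A in either assignment without array weights. With array weights it called rc_1623 as recorded (adjusted p in the range 0.0221 to 1 over the alternatives that adjust p), which was also past an unadjusted p under 0.1 in limma and was called by the methods' t-test on log2 and on linear values. On the processed values, added after these were seen, array weights called rc_1623 alone of the 10, and that t-test called all 10 on linear values and all but rc_11710 on log2 values. The weights on the processed values ended without convergence, with nearly all weight within Hv_NC64A on its first array. Contig 28947 was well above background on 2 of the 3 Hv_NC64A arrays as recorded.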

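The 4 contigs that Table 3 annotates as ubiquitin carboxyl-terminal hydrolases are RC_FWZAEML01C7BP, RC_FVQRUGK01EOXS, rc_11710 and 1677. On the scanner files as recorded, their log2 differences of Hv_Sym from Hv_NC64A were 1.22, 0.73, 1.21 and 1.54, a lower signal in Hv_NC64A, with limma adjusted p from 0.852 to 0.881. With the authors' processed values the direction was the opposite, at -1.16, -1.14, -1.33 and -1.21 (adjusted p = 0.64 for each). limma called none of them in either assignment, with or without array weights. On the processed values the methods' t-test, added after these were seen, called all 4 on linear values and all but rc_11710 on log2 values. The probe of rc_11710 was well above background on 2 of the 3 Hv_Sym arrays, on 2 of the 3 Hv_Apo arrays and on 1 of the 3 Hv_NC64A arrays as recorded, and that of RC_FWZAEML01C7BP on 2 of the Hv_Apo and 1 of the Hv_NC64A arrays. Those of RC_FVQRUGK01EOXS and 1677 were well above background on 2 of the 3 Hv_NC64A arrays as recorded.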

Four differentially expressed contigs specifically up-regulated in Hv_NC64A encoded ubiquitin carboxyl-terminal hydrolases, (Table 3).

**Table 3.** List of annotated genes up-regulated in Hv_NC64A compared to Hv_Sym

Probename	Hv_NC64A/ Hv_Sym	Hv_Apo/ Hv_Sym	Hv_Sym_sexy/ Hv_Sym	Blast2GO description
rc_1623	4.57	1.64	5.98	methylase involved in ubiquinone menaquinone biosynthesis
28947	3.52	1.59	0.63	non-ribosomal peptide synthetase
1353	3.13	1.63	0.10	nuclear protein set
14347	2.69	2.40	0.54	n-(5-amino-5-carboxypentanoyl)-l -cysteinyl-d-valine synthase
SSH_397	2.67	2.39	0.50	n-(5-amino-5-carboxypentanoyl)-l -cysteinyl-d-valine synthase
RC_FWZAEML01C7BP	2.28	0.82	0.41	ubiquitin carboxyl-terminal hydrolase family protein
RC_FVQRUGK01EOXS	2.25	1.52	0.53	ubiquitin carboxyl-terminal hydrolase family protein
rc_11710	2.15	1.26	0.31	ubiquitin carboxyl-terminal hydrolase family protein
1677	2.10	1.19	0.38	ubiquitin carboxyl-terminal hydrolase family protein
rc_363	2.21	1.04	0.76	gcc2 and gcc3 family protein

### Symbiont-dependent *Hydra* genes are up-regulated by photosynthetic activity of *Chlorella A99*

To test whether photosynthetic activity of the symbiont is required for up-regulation of gene expression, Hv_Sym was either cultured under a standard 12 hr light/dark alternating regime or continuously in the dark for 1 to 4 days prior to RNA extraction (Figure 2A). Interestingly, four (*GS1*, *Spot14*, *Na/Pi* and *Sym-1*) of five genes specifically activated by the presence of *Chlorella* A99 showed significant up-regulation when exposed to light (Figure 2B), indicating the relevance of photosynthetic activity of *Chlorella*. This up-regulation was strictly dependent on presence of the algae, as in aposymbiotic Hv_Apo the response was absent (Figure 2B). On the other hand, symbiosis-regulated *Hydra* genes not specific for *Chlorella* A99 (Figure 1C Symbiosis-regulated, Table 4) appear to be not up-regulated in a light-dependent manner (Figure 2—figure supplement 1). These genes are involved in *Hydra*´s innate immune system (e.g. proteins containing Toll/interleukin-1 receptor domain or Death domain) or in signal transduction (C-type mannose receptor, ephrin receptor, proline-rich transmembrane protein 1, ‘protein-kinase, interferon-inducible double stranded RNA dependent inhibitor, repressor of (p58 repressor)’). That particular transcriptional changes observed in *Hydra* rely solely on the photosynthetic activity of *Chlorella* A99 was confirmed by substituting the dark incubation with selective chemical photosynthesis inhibitor DCMU (Dichorophenyl-dimethylurea) (Vandermeulen et al., 1972), which resulted in a similar effect (Figure 2C,D).

**Figure 2.**
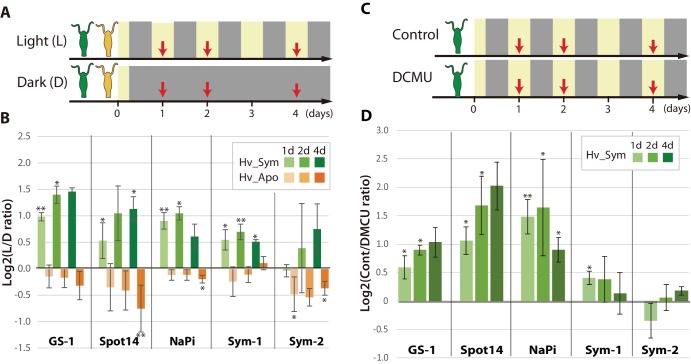
Differential expression of *Hydra* genes under influence of *Chlorella* photosynthesis. (**A**) Sampling scheme. Hv_Sym (green) and Hv_Apo (orange) were cultured under a standard light-dark regime (Light: L) and in continuous darkness (Dark: D), and RNA was extracted from the polyps at the days indicated by red arrows. (**B**) Expression difference of five A99-specific genes in Hv_Sym (green bars) and Hv_Apo (orange bars) between the light-dark condition and darkness. The vertical axis shows log scale (log2) fold changes of relative expression level in Light over Dark. (**C**) Sampling scheme of inhibiting photosynthesis. (**D**) Differential expression of the five A99-specific genes under conditions allowing (Control) or inhibiting photosynthesis (DCMU). The vertical axis shows log scale (log2) fold changes of relative expression level in Control over DCMU treated. T-tests were performed between Light and Dark (**B**), and DCMU and Control (**D**). For each biological replicate (n = 3) 50 hydra polyps were used for total RNA extraction. Error bars indicate standard deviation. P-value of t-test, *<0.05, **<0.01.

**Figure 2—figure supplement 1.**
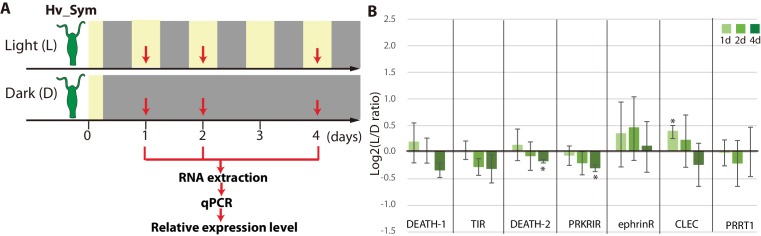
Differential expression of symbiosis-dependent *Hydra* genes grown under light/dark condition and in darkness. (**A**) Sampling scheme. Hv_Sym was cultured in the light-dark condition (Light: L) and in the continuous dark (Dark: D). Gene expression levels were examined by qPCR at 1, 2, 4 days for each condition (red arrows). (**B**) Expression difference of the genes in Hv_A99 between the two conditions. DEATH-1 and DEATH-2: Death domain containing proteins (gene ID: 6508 and rc_2417), TIR: Toll/interleukin-1 receptor domain containing protein (gene ID: 5168), PRKRIR: protein-kinase interferon-inducible double stranded RNA dependent inhibitor, repressor of (p58 repressor) (gene ID: rc_9398), ephrinR: ephrin receptor (gene ID: 26108), CLEC: C-type mannose receptor (gene ID: 11411), PRRT1: proline-rich transmembrane protein 1 (gene ID: rc_24563). For each biological replicate (n = 3) 50 hydra polyps were used for total RNA extraction. The vertical axis shows log scale (log2) fold change of relative expression levels in the light condition over the dark condition. Error bars indicate standard deviation. Pvalue of t-test, *<0.05, **<0.01. 10.7554/eLife.35122.014Figure 2—figure supplement 1—source data 1.*Hydra* genes under influence of *Chlorella* photosynthesis examined by qPCR.

**Table 4.** List of the genes differentially expressed between Hv_Sym and Hv_Apo Fold change of expression level determined by microarray analysis and qPCR 10.7554/eLife.35122.016Table 4—source data 1.Expression level of 'Symbiosis related' genes examined by microarray and qPCR.

Hv_Sym > Hv_Apo				
Probe name (gene ID)	Microarray	qPCR	Gene annotation	InterProScan
	Sym/Apo	Sym/Apo		
5168	9.3	7.4		IPR000157 TIR_dom PTHR23097 Tumor necrosis factor receptor superfamily member
6508	6.7	2.9		IPR011029:DEATH-like_dom
11411	2.9	2.0	C-type mannose receptor 2	IPR000742 EG-like_dom IPR001304 C-type_lectin
26108	7.2	7.2	ephrin type-A receptor six isoform a	
rc_2417	5.4	3.5		IPR000488 Death_domain
rc_24563	6.1	6.7	Proline-rich transmembrane protein 1	IPR007593 CD225/Dispanin_fam PTHR14948 NG5
rc_9398	6.2	5.4	protein-kinase, interferon-inducible double stranded RNA dependent inhibitor, repressor of (P58 repressor)	PTHR11697 general transcription factor 2-related zinc finger protein
**Hv_Sym < Hv_Apo**				
**Probe name** **(gene ID)**	**Microarray**	**qPCR**	**Gene Annotation**	**InterProScan**
	**Apo/Sym**	**Apo/Sym**		
rc_10789	2.5	3.7	endoribonuclease Dicer	IPR000999 RNase_III_dom PTHR1495 helicase-related
rc_12826	3.0	2.3	interferon regulatory factor 1	IPR001346 Interferon_reg_fact_DNA-bd_dom; IPR011991 WHTH_DNA-bd_dom PTHR11949 interferon regulatory factor
rc_8898	6.1	4.1	leucine-rich repeat-containing protein 15 isoform b	IPR001611 Leu-rich_rp PTHR24373 Toll-like receptor 9
FV81RT001CSTY	3.2	2.0	astrocytic phosphoprotein PEA-15	IPR001875 DED, IPR011029 DEATH-like_dom
RSASM_17752	4.0	2.1	CD97 antigen isoform two precursor	IPR000832 GPCR_2_secretin-like PTHR12011 vasoactive intestinal polypeptide receptor 2

### Symbiont-dependent *Hydra* genes are expressed in endodermal epithelial cells and up-regulated by sugars

To further characterize the symbiont induced *Hydra* genes, we performed whole mount in situ hybridization (Figure 3A–F) and quantified transcripts by qPCR using templates from isolated endoderm and ectoderm (Figure 3—figure supplement 1), again comparing symbiotic and aposymbiotic polyps (Figure 3G–I). The GS-1 gene and the Spot14 gene are expressed both in ectoderm and in endoderm (Figure 3A,B) and both genes are strongly up-regulated in the presence of the symbiont (Figure 3G,H). In contrast, the Na/Pi gene was expressed only in the endoderm (Figure 3C) and there it was strongly up-regulated by the symbiont (Figure 3I). Since *Chlorella* sp. A99 colonizes endodermal epithelial cells only, the impact of algae on symbiosis-dependent genes in both the ectodermal and the endodermal layer indicates that photosynthetic products can be transported across these two tissue layers or some signals can be transduced by cell-cell communication.

**Figure 3.**
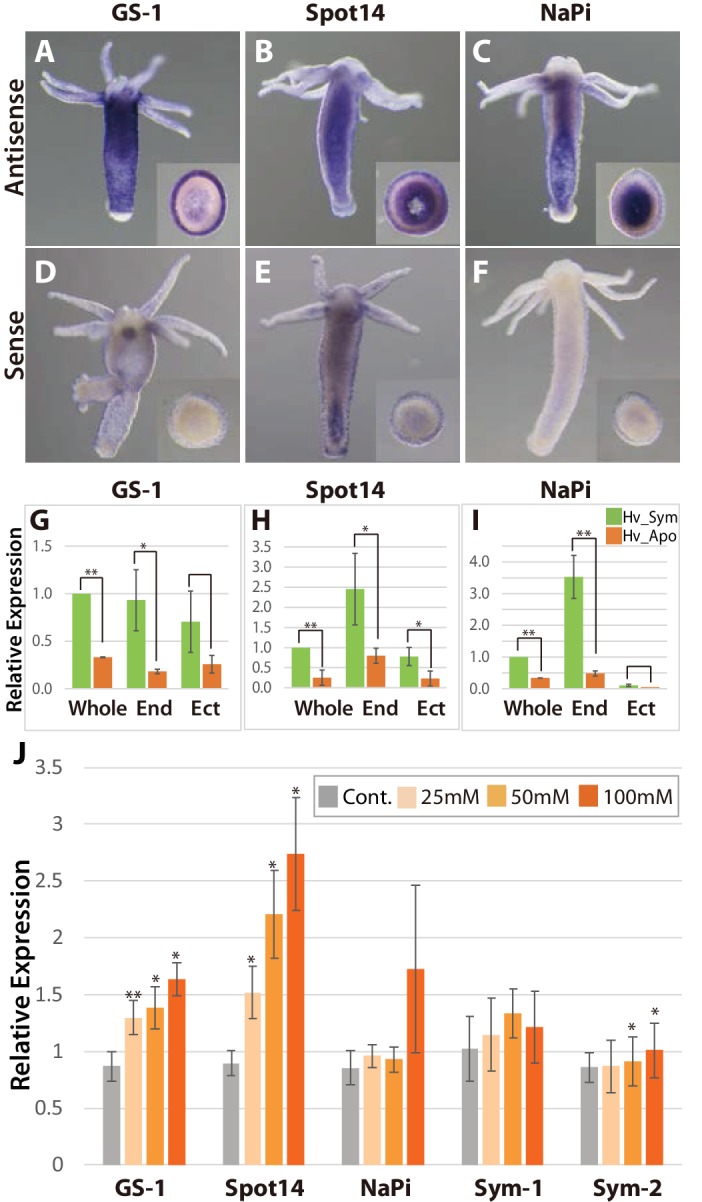
Spatial expression patterns of genes coding for glutamine synthetase, Spot 14 and Na/Pi-transporter. (**A-F**); Whole mount in situ hybridization using antisense (**A–C**) and sense probes (**D-F**; negative controls) for glutamine synthetase-1 (GS-1; left), Spot 14 (center) and Na/Pi-transporter (NaPi; right). Inserts show cross sections of the polyp’s body. (**G–I**) Relative expression levels of whole animal (whole), isolated endoderm (End) and isolated ectoderm (Ect) tissue of Hv_Sym (green bars) and Hv_Apo (orange bars). For each biological replicate (n = 3) 10–20 hydra polyps were used for total RNA extraction of endodermal and ectodermal tissue. T-test was performed between Hv_Sym and Hv_apo. Pvalue, *<0.05, **<0.01. (**J**) Expression change of genes GS-1, Spot14, NaPi, Sym-1 and Sym-2 following exposure to 25, 50 and 100 mM maltose in Hv_Apo. For each biological replicate (n = 3) 50 hydra polyps were used for total RNA extraction The vertical axis shows log scale (log2) fold changes of relative expression level of maltose-treated over the untreated Hv_Apo control. T-test was performed between maltose-treated in each concentration and control (*: p value <0.05) and Kruskal-Wallis test (†: p value <0.05) in the series of 48 hr treatment were performed. Error bars indicate standard deviation. 10.7554/eLife.35122.021Figure 3—source data 1.Expression change of genes GS-1, Spot14, NaPi, Sym-1 and Sym-2 following exposure to 25, 50 and 100 mM maltose in Hv_Apo examined by qPCR.

**Figure 3—figure supplement 1.**
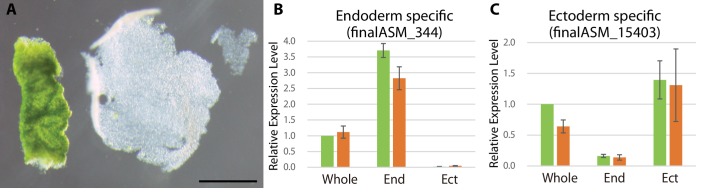
Tissue isolation of green hydra. (**A**) Isolated endoderm (left) and isolated ectoderm (right). Scale bar, 1 mm. Expression levels of an endoderm-specific gene finalASM_15403 (**B**) and that of an ectoderm specific gene finalASM_344 (**C**) in whole hydra (Whole) and isolated endoderm (End) and ectoderm (Ect) were examined to confirm whether tissue isolation had performed properly. For each biological replicate (n = 3) 10–20 hydra polyps were used for total RNA extraction of endodermal and ectodermal tissue. Error bars indicate standard deviation.

**Figure 3—figure supplement 2.**
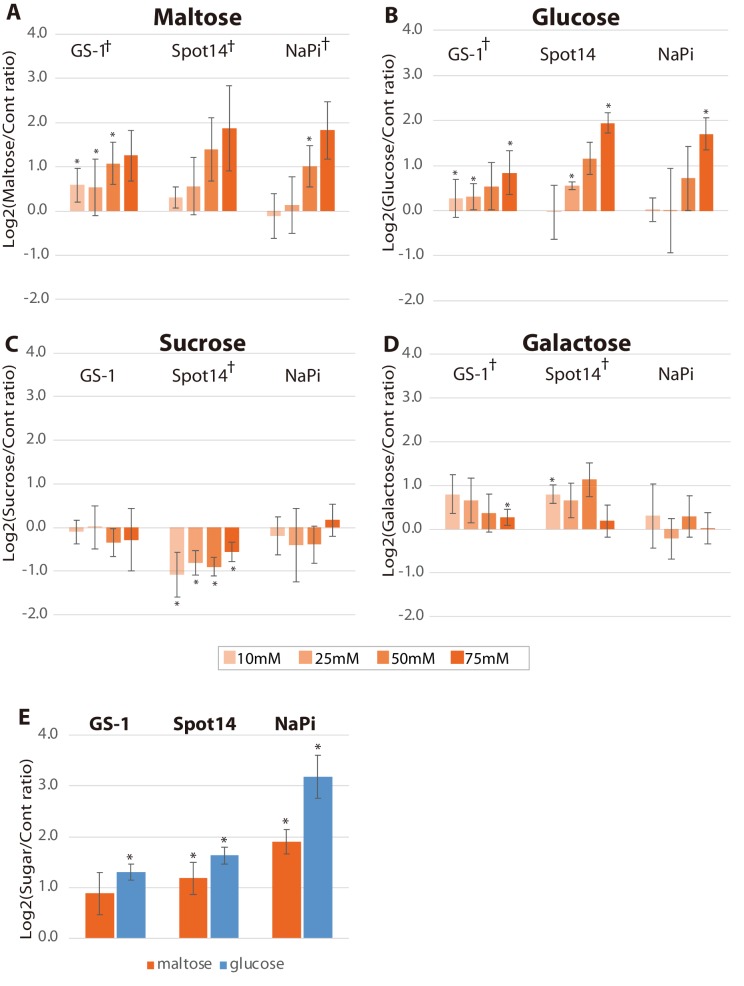
Effects of sugars on *Hydra* growth. Effects of growth in presence of maltose (**A**), glucose (**B**), sucrose (**C**) and galactose (**D**) on gene expression of GS-1, Spot14 and NaPi. Hv_Apo were cultured in medium containing 10, 25, 50 or 75 mM of each sugar for 48 hr, and 75 mM maltose (orange) and glucose (blue) for 6 hr (**E**). RNA was extracted from the polyps in the light condition. Expression difference of the genes was examined by qPCR. For each biological replicate (n = 3) 50 hydra polyps were used for total RNA extraction. The vertical axis is log scale (log2) fold change of relative expression level of sugar-treated hydras over controls. T-test (*: p-value<0.05) in each concentration and Kruskal-Wallis test (†: pvalue <0.05) in the series of 48 hr treatment were performed. Error bars indicate standard deviation. 10.7554/eLife.35122.020Figure 3—figure supplement 2—source data 1.Effects in presence of maltose, glucose, sucrose and galactose on gene expression of GS-1, Spot14 and NaPi in Hv_Apo examined by qPCR.

To more closely dissect the nature of the functional interaction between *Hydra* and *Chlorella* and to explore the possibility that maltose released from the algae is involved in A99-specific gene regulation, we cultured aposymbiotic polyps (Hv_Apo) for 2 days in medium containing various concentrations of maltose (Figure 3J). Of the five A99 specific genes, GS-1 and the Spot14 gene were up-regulated by maltose in a dose-dependent manner; the Na/Pi gene was only up-regulated in 100 mM maltose and the *Hydra* specific genes Sym-1 and Sym-2 did not show significant changes in expression by exposure to maltose (Figure 3J). This provides strong support for previous views that maltose excretion by symbiotic algae contributes to the stabilization of this symbiotic association (Cernichiari et al., 1969). When polyps were exposed to glucose instead of maltose, the genes of interest were also transcriptionally activated in a dose-dependent manner, while sucrose had no effect (Figure 3—figure supplement 2A–D). Exposure to low concentrations of galactose increased transcriptional activity but at high concentration it did not, indicating a substrate inhibitor effect for this sugar. That the response to glucose is similar or even higher compared to maltose after 6 hr of treatment (Figure 3—figure supplement 2E), suggests that *Hydra* cells transform maltose to glucose as a source of energy. In animals including cnidarians, several glucose transporters have been identified (Sproles et al., 2018), but yet no maltose transporters. This is consistent with the view that maltose produced by the symbiont is digested to glucose in the symbiosome and translocated to the host cytoplasm through glucose transporters.

### The *Chlorella* A99 genome records a symbiotic life style

To better understand the symbiosis between *H. viridissima* and *Chlorella* and to refine our knowledge of the functions that are required in this symbiosis, we sequenced the genome of *Chlorella* sp. strain A99 and compared it to the genomes of other green algae. The genome of *Chlorella* sp. A99 was sequenced to approximately 211-fold coverage, enabling the generation of an assembly comprising a total of 40.9 Mbp (82 scaffolds, N50 = 1.7 Mbp) (Table 5). *Chlorella* sp. A99 belongs to the family *Chlorellaceae* (Figure 4A) and of the green algae whose genomes have been sequenced it is most closely related to *Chlorella variabilis* NC64A (NC64A) (Merchant et al., 2007; Palenik et al., 2007; Worden et al., 2009; Blanc et al., 2010; Prochnik et al., 2010; Blanc et al., 2012; Gao et al., 2014; Pombert et al., 2014). The genome size of the total assembly in strain A99 was similar to that of strain NC64A (46.2 Mb) (Figure 4B). By k-mer analysis (k-mer = 19), the genome size of A99 was estimated to be 61 Mbp (Marçais and Kingsford, 2011). Its GC content of 68%, is the highest among the green algae species recorded (Figure 4B). In the A99 genome, 8298 gene models were predicted. As shown in Figure 4C, about 80% of these predicted genes have extensive sequence similarity to plant genes, while 13% so far have no similarity to genes of any other organisms (Figure 4C). It is also noteworthy that 7% of the A99 genes are similar to genes of other kingdoms but not to *Hydra*, indicating the absence of gene transfer from *Hydra* to the symbiont genome (Figure 4C).

**Figure 4.**
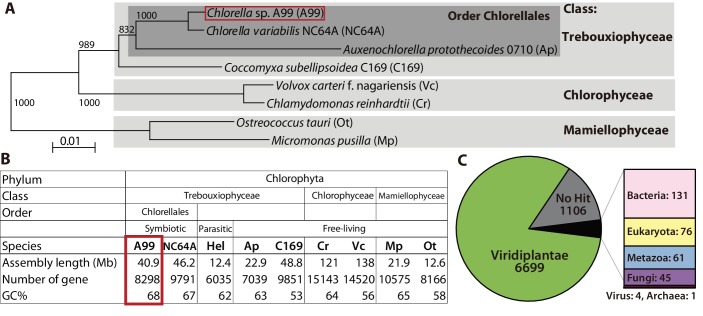
Comparison of key features deduced from the *Chlorella* A99 genome with other green algae. (**A**) Phylogenetic tree of eight genome sequenced chlorophyte green algae including *Chlorella* sp. A99. The NJ tree is based on sequences of the 18S rRNA gene, ITS1, 5.8S rRNA gene, ITS2 and 28S rRNA gene. (**B**) Genomic features and taxonomy of the sequenced chlorophyte green algae. Hel: *Helicosporidium* sp. ATCC50920. (**C**) The proportion of similarity of *Chlorella* A99 gene models to those of other organisms.

**Table 5.** Summary of sequence data for assembling *Chlorella* sp. A99 genome sequences

Number of reads	85469010	
Number of reads assembled	61838513	

Number of bases	17398635102	
	Scaffolds	Contigs
Total length of sequence	40934037	40687875
Total number of sequences	82	7455
Maximum length of sequence	4003385	171868
N50	1727419	12747
GC contents (%)	68.07%	69.95%

### The *Chlorella* A99 genome provides evidences for extensive nitrogenous amino acid import and an incomplete nitrate assimilation pathway

Several independent lines of evidence demonstrate that nitrogen limitation and amino-acid metabolism have a key role in the *Chlorella–Hydra* symbiosis and that symbiotic *Chlorella* A99 depends on glutamine provided by its host (Rees, 1986; McAuley, 1987a; 1987b; McAuley, 1991; Rees, 1991;^1989^). To identify *Chlorella* candidate factors for the development and maintenance of the symbiotic life style, we therefore used the available genome information to assess genes potentially involved in amino acid transport and the nitrogen metabolic pathway.

When performing a search for the Pfam domain ‘Aa_trans’ or ‘AA_permease’ to find amino acid transporter genes in the A99 genome, we discovered numerous genes containing the Aa_trans domain (Table 6A). In particular, A99 contains many orthologous genes of amino acid permease 2 and of transmembrane amino acid transporter family protein (solute carrier family 38, sodium-coupled neutral amino acid transporter), as well as NC64A (Table 6B, Supplementary file 2). Both of these gene products are known to transport neutral amino acids including glutamine. This observation is supporting the view that import of amino acids is an essential feature for the symbiotic way of life of *Chlorella*.

**Table 6.** Amino acid transporter genes in *Chlorella* sp. A99 (A99), *Chlorella variabilis NC64A* (NC64A), *Coccomyxa subellipsoidea* C-169 (C169), *Volvox carteri* (Vc), *Micromonas pusilla* (Mp) and *Ostreococcus tauri* (Ot) and *Chlamydomonas reinhardtii* (Cr)

A. The number of Pfam domains related to amino acids transport							
**Pfam domain name**	**A99**	**NC64A**	**c169**	**Cr**	**Vc**	**Mp**	**Ot**
Aa_trans	30	38	21	9	7	9	8
AA_permease	4	6	15	5	6	1	1
B. Ortholog groups including Aa_trans domain containing genes overrepresented in symbiotic *Chlorella*							
**Ortholog group ID: Gene annotation**	**A99**	**NC64A**	**c169**	**Cr**	**Vc**	**Mp**	**Ot**
OG0000040: amino acid permease 2	12	12	6	3	1	0	0
OG0000324: transmembrane amino acid transporter family protein (solute carrier family 38, sodium-coupled neutral amino acid transporter)	6	7	1	2	1	0	0

In symbiotic organisms, loss of genes often occurs due to the strictly interdependent relationship (Ochman and Moran, 2001; Wernegreen, 2012), raising the possibility that *Chlorella* A99 might have lost some essential genes. To test this hypothesis, we searched the *Chlorella* A99 genome for genes conserved across free-living green algae *Coccomyxa subellipsoidea* C169 (C169), *Chlamydomonas reinhardtii* (Cr) and *Volvox carteri* (Vc). In a total of 9851 C169 genes, we found 5701 genes to be conserved in Cr and Vc (Supplementary file 3). Of these, 238 genes did not match to any gene models and genomic regions in *Chlorella* A99 and thus were considered as gene loss candidates. Interestingly, within these 238 candidates, genes with the GO terms ‘transport’ in biological process and ‘transporter activity’ in molecular function were overrepresented (Figure 5). In particular, the 28 genes annotated to these GO terms encoded nitrate transporter, urea transporter and molybdate transporter, which are known to be involved in nitrogen metabolism (Table 7). Beside ammonium, nitrate and urea are major nitrogen sources for plants, whereas molybdate is a co-factor of the nitrate reductase, an important enzyme in the nitrate assimilation pathway. These transporter genes are conserved across green algae including *Chlorella* NC64A (Sanz-Luque et al., 2015; Gao et al., 2014) and appear to be lost in the *Chlorella* A99 genome.

**Figure 5.**
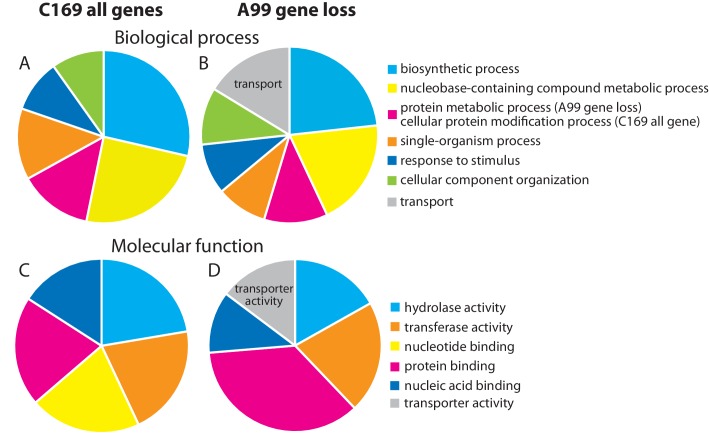
Genes missing in the genome of *Chlorella* A99. Functional categorization of genes present in *Coccomyxa subellipsoidea* C169 (**A, C**) and genes missing in *Chlorella* A99 (**B, D**) by GO terms using Bast2GO. Multilevel pie charts show enrichment of GO’ Biological Process’ terms (**A, B**) and GO ‘Molecular Function’ terms (**C, D**) on the lowest level, which cover at least 10% of the total amount of annotated sequences. 10.7554/eLife.35122.026Figure 5—source data 1.Functional categorization of genes present in *Coccomyxa subellipsoidea* C169 (C169_all) and genes missing in Chlorella A99 (A99 gene loss) by GO terms’ Biological Process’ terms and ‘Molecular Function’ on the lowest level, which cover at least 10% of the total amount of annotated sequences.

**Table 7.** List of *Coccomyxa subellipsoidea* C169 (C169) genes, which are present in *Chlamydomonas reinhardtii* and *Volvox carteri*, but missing in the genome of *Chlorella* A99

UniProt ID in C169	Description
F1DPL8_9CHLO	ATP synthase F0 subunit 6 (mitochondrion)
F1DPL7_9CHLO	cytochrome c oxidase subunit 3 (mitochondrion)
I0YZU4_9CHLO	equilibrative nucleoside transporter 1
I0Z311_9CHLO	equilibrative nucleoside transporter family
I0YZC9_9CHLO	high affinity nitrate transporter
I0Z2L2_9CHLO	hypothetical protein COCSUDRAFT_28432
I0YJ99_9CHLO	hypothetical protein COCSUDRAFT_34498
I0YKQ1_9CHLO	hypothetical protein COCSUDRAFT_45098
I0YYD3_9CHLO	hypothetical protein COCSUDRAFT_65897
I0YYP5_9CHLO	importin-4 isoform X1
I0YQQ1_9CHLO	low-CO2-inducible membrane
I0YJD4_9CHLO	MFS transporter
I0YTY0_9CHLO	molybdate transporter 2
F1DPM0_9CHLO	NADH dehydrogenase subunit 3 (mitochondrion)
F1DPM4_9CHLO	NADH dehydrogenase subunit 6 (mitochondrion)
F1DPM8_9CHLO	NADH dehydrogenase subunit 9 (mitochondrion)
I0Z357_9CHLO	plasma membrane phosphate transporter Pho87
I0Z9Y1_9CHLO	pre translocase subunit
I0YPT2_9CHLO	transcription and mRNA export factor ENY2-like
I0Z976_9CHLO	transport SEC23
I0Z3Q6_9CHLO	tyrosine-specific transport -like isoform X1
I0YXU9_9CHLO	urea active transporter
I0YRT0_9CHLO	urea active transporter
I0YRL4_9CHLO	urea-proton symporter DUR3
I0YUF9_9CHLO	urea-proton symporter DUR3
I0YJS6_9CHLO	urea-proton symporter DUR3
I0YQ78_9CHLO	urea-proton symporter DUR3-like
I0YIH7_9CHLO	Zip-domain-containing protein

In nitrogen assimilation processes, plants usually take up nitrogen in the form of nitrate (NO_3_^-^) via nitrate transporters (NRTs) or as ammonium (NH_4_^+^) via ammonium transporters (AMT) (Figure 6A). In higher plants, two types of nitrate transporters, NRT1 and NRT2, have been identified (Krapp et al., 2014). Some NRT2 require nitrate assimilation-related component 2 (NAR2) to be functional (Quesada et al., 1994). NO_3_^-^ is reduced to nitrite by nitrate reductase (NR), NO_2_^-^ is transported to the chloroplast by nitrate assimilation-related component1 (NAR1), and NO_2_^-^ is reduced to NH_4_^+^ by nitrite reductase (NiR). NH_4_^+^ is incorporated into glutamine (Gln) by glutamine synthetase (GS), and Gln is incorporated into glutamate (Glu) by NADH-dependent glutamine amide-2-oxoglutarate aminotransferase (GOGAT), also known as glutamate synthase. This pathway is highly conserved among plants and all of its major components, including NRT1 and NRT2, NAR1 and NAR2, NR, NiR, AMT, GOGAT and GS, are present in the 10 green algae species that have been genome-sequenced so far (with the exception of NRT1, which is absent in *Micromonas pusilla*) (Sanz-Luque et al., 2015). In *Symbiodinium,* the photosynthetic symbiont of marine invertebrates, all these components of the nitrogen assimilation pathway were also observed (Supplementary file 4) (Shoguchi et al., 2013; Lin et al., 2015; Aranda et al., 2016; Sproles et al., 2018).

**Figure 6.**
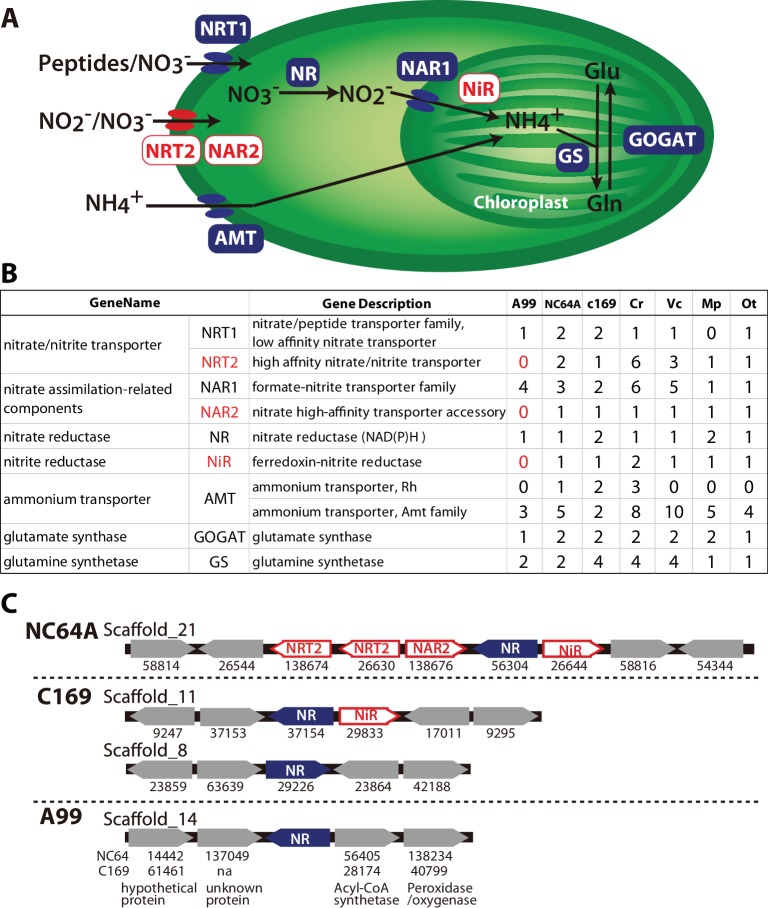
Nitrogen assimilation pathways in *Chlorella* A99. (**A**) Schematic diagram of the nitrogen assimilation pathway in plants showing the function of nitrate transporters NRT1 (peptides/nitrate transporter) and NRT2 (nitrate/nitrite transporter), nitrate assimilation-related components NAR1 and NAR2, nitrate reductase NR, nitrite reductase NiR, ammonium transporter AMT, glutamate synthetase GOGAT and glutamine synthetase GS. Genes shown in red boxes (NRT2, NAR2 and NiR) were not found in the *Chlorella* sp. A99 genome. (**B**) Table showing the number of nitrogen assimilation genes in *Chlorella* sp. A99 (**A99**), *Chlorella variabilis* NC64A (NC64A)*, Coccomyxa subellipsoidea* C169 (C169)*, Volvox carteri f. nagariensis* (Vc), *Chlamydomonas reinhardtii* (Cr)*, Ostreococcus tauri* (Ot) *and Micromonas pusilla* (Mp). (**C**) Gene clusters of nitrate assimilation genes around the shared NR genes (blue) in the genomes of NC64A, C169 and A99. Red boxes show nitrate assimilation genes absent in A99 and gray boxes depict other genes. Numbers below the boxes are JGI protein IDs of NC64A and C169. Numbers below the genes of A99 are JGI protein IDs of the best hit genes in NC64A and C169 and their gene name.

**Figure 6—figure supplement 1.**
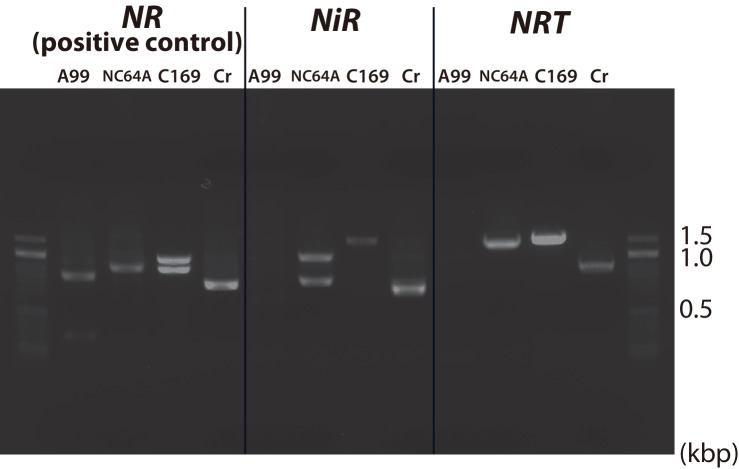
PCR of nitrate assimilation genes. PCR amplification of genomic DNA corresponding to the genes NRT2, NiR and NR (positive control) was performed in *Chlorella* sp. A99 (A99), *Chlorella variabilis* NC64A (NC64A), *Coccomyxa subellipsoidea* C169 (C169) and *Chlamydomonas reinhardtii* (Cr).

Based on the annotation by Sanz-Luque et al. (Sanz-Luque et al., 2015), we searched these nitrogen assimilation genes in the *Chlorella* A99 genome, using ortholog grouping and a reciprocal BLAST search using the protein sequences from other green algae (Figure 6B, Supplementary file 5). As expected, the *Chlorella* A99 genome contains many homologues of the genes involved in nitrogen assimilation in plants including genes encoding NRT1, NAR1, NR, AMT, GS and GOGAT (Figure 6B). Intriguingly, our systematic searches failed to identify representative genes for NRT2, NAR2 and NiR in the *Chlorella* A99 genome (Figure 6B). We confirmed the absence of the NRT2 and NiR genes by PCR using primers designed for the conserved regions of these genes and which failed to produce a product with genomic DNA as a template (Figure 6—figure supplement 1). Due to the weak sequence conservation of the NAR2 gene in the three algae genomes, PCR of that gene was not performed. Taken together, our observations indicate that *Chlorella* A99 algae appears to lack NRT2, NAR2 and NiR.

Since in many fungi, cyanobacteria and algae species, nitrate assimilation genes are known to act in concert and a gene cluster of NR and NiR genes is conserved between different green algae (Sanz-Luque et al., 2015), we next investigated the level of genomic clustering of the nitrate assimilation pathway genes in the *Chlorella* genome. Comparing the genomes of NC64A and C169 revealed the presence of a cluster of NR and NiR genes (Figure 6C). In NC64A, two NRT2 genes, together with genes for NAR2, NR and NiR are clustered on scaffold 21. In C169, one of the NR genes and NiR are clustered together, whereas the second NR gene is separate. Interestingly, analysis of the sequences around the NR gene in the *Chlorella* A99 genome provided no evidence for the presence of a co-localized NiR gene or any other nitrate assimilation genes, nor any conserved gene synteny to NC64A and C169 (Figure 6C). Therefore, our comparative genomic analyses points to an incomplete and scattered nitrogen metabolic pathway in symbiotic *Chlorella* A99, which lacks essential transporters and enzymes for nitrate assimilation as well as the clustered structure of nitrate assimilation genes.

### Supplementing the medium with glutamine allows temporary in vitro growth of symbiotic *Chlorella* A99

The absence of genes essential for nitrate assimilation in the *Chlorella* A99 genome (Figure 6) is consistent with its inability to grow outside the *Hydra* host cell (Habetha and Bosch, 2005) and indicates that *Chlorella* symbionts are dependent on metabolites provided by their host. We hypothesized that *Chlorella* is unable to use nitrite and ammonium as a nitrogen source, and that it relies on *Hydra* assimilating ammonium to glutamine to serve as the nitrogen source. To test this hypothesis and to examine utilization of nitrogen compounds of A99, we isolated *Chlorella* A99 from Hv_Sym and cultivated it in vitro using modified bold basal medium (BBM) (Nichols and Bold, 1965) containing the same amount of nitrogen in the form of NO_3_^-^, NH_4_^+^, Gln or casamino acids (Figure 7). As controls, *Chlorella variabilis* NC64A (NC64A) isolated from Hv_NC64A and free-living C169 were used. To confirm that the cultured A99 is not contamination, we amplified and sequenced the genomic region of the 18S rRNA gene by PCR (Figure 7—figure supplement 1) and checked this against the genomic sequence of A99. Kamako et al. reported that free-living alga *Chlorella vulgaris* Beijerinck var. *vulgaris* grow in media containing only inorganic nitrogen compounds as well as in media containing casamino acids as a nitrogen source, while NC64A required amino acids for growth (Kamako et al., 2005). Consistent with these observations, C169 grew in all tested media and NC64A grew in media containing casamino acids and Gln, although its growth rate was quite low in presence of NH_4_^+^ and NO_3_^-^ (Figure 7). Remarkably, *Chlorella* A99 increased in cell number for up to 8 days in media containing casamino acids and Gln (Figure 7). Similar to NC64A, A99 did not grow in presence of NH_4_^+^ and NO_3_^-^. The growth rates of both A99 and NC64A were higher in medium containing a mixture of amino acids (casamino acids) than the single amino acid Gln. In contrast to NC64A, A99 could not be cultivated permanently in casamino acids or glutamine supplemented medium, indicating that additional growth factors are necessary to maintain in vitro growth of this obligate symbiont. Thus, although in vitro growth of A99 can be promoted by adding Glu and amino acids to the medium, A99 cannot be cultured permanently in this enriched medium, indicating that other host derived factors remain to be uncovered.

**Figure 7.**
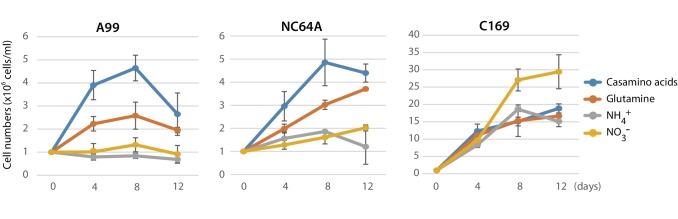
Growth of green algae in presence of various nitrogen sources. The growth rate of *Chlorella* A99 (A99), *Chlorella variabilis* NC64A (NC64A) and *Coccomyxa subellipsoidea* C-169 (C169) by in vitro culture was assessed for different nitrogen sources with casamino acids (blue), glutamine (orange), ammonium (gray) and nitrate (yellow). Mean number of algae per ml were determined at 4, 8, 12 days after inoculation with 10^6^ cell/ml. Error bars indicate standard deviation.

**Figure 7—figure supplement 1.**
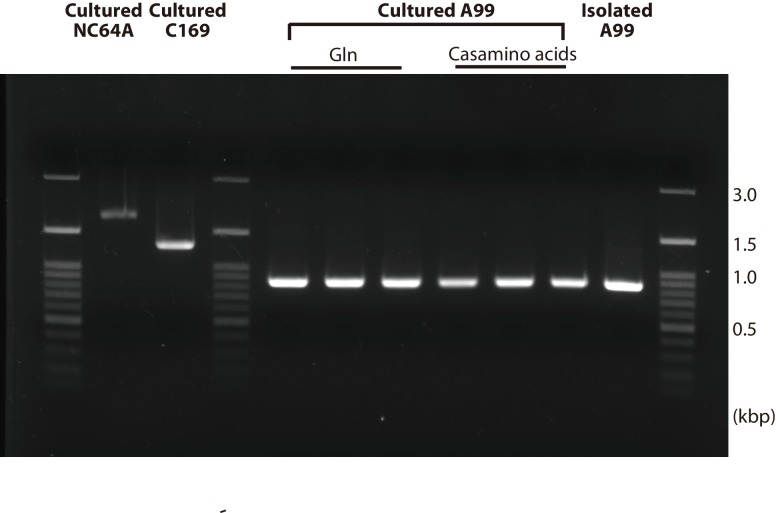
PCR of 18S rRNA genes in cultured algae. PCR amplification of genomic DNA of the 18S rRNA gene was performed in *Chlorella* A99 shortly after isolation from *H. viridissima* A99 (Isolated A99), cultured in medium containing glutamine (Glu) and in medium with casamino acids for 12 days, with cultured NC64A and C169 added for comparison.

## Discussion

### Metabolic co-dependence in *Hydr*a-*Chlorella* symbiosis

Sequencing of the *Chlorella* A99 genome in combination with the transcriptome analyses of symbiotic, aposymbiotic and NC64A-infected *H. viridissima* polyps has enabled the identification of genes with specific functions in this symbiotic partnership. The *Hydra-Chlorella* symbiosis links carbohydrate supply from the photosynthetic symbiont to glutamine synthesis by the host. Characteristics of the symbiont genome obviously reflect its adaptation to this way of life, including an increase in amino acid transporters and degeneration of the nitrate assimilation pathway. This conclusion is based on six observations: (i) Expression of some genes including GS-1, Spot 14 and NaPi is specifically up-regulated in the presence of *Chlorella* A99 (Figure 1C, Table 2), and (ii) they are induced by both, photosynthetic activity of *Chlorella* and by supplying exogenous maltose or glucose (Figures 2 and 3J, Figure 3—figure supplement 2). Maltose produced by the symbiont is likely to be digested to glucose in symbiosome and translocated to the host cytoplasm through glucose transporters (Figure 8A). Upregulation of a GLUT8 gene in the symbiotic state of green hydra may reflect activation of sugar transport (Table 1). These results indicate that maltose release by photosynthesis of the symbiont enhances nutrition supply including glutamine by the host (Figure 8A). (iii) Symbiotic *Chlorella* A99 cannot be cultivated in vitro in medium containing a single inorganic nitrogen source (Figure 7). Since medium containing glutamine supports in vitro growth of A99, this organism appears to depend on glutamine provided by the *Hydra* host. (iv) The genome of *Chlorella* A99 contains multiple amino acid transporter genes (Table 6), but lacks genes involved in nitrate assimilation (Figure 6), pointing to amino acids as main source of nitrogen and a degenerated nitrate assimilation pathway. As for ammonium, which is one of the main nitrogen sources in plants, previous studies have reported the inability of symbiotic algae to take up ammonium because of the low peri-algal pH (pH 4–5) that stimulates maltose release (Douglas and Smith, 1984; Rees, 1989; McAuley, 1991; Dorling et al., 1997). Since *Chlorella* apparently cannot use nitrite and ammonium as a nitrogen source, it seems that *Hydra* has to assimilate ammonium to glutamine and provides it to *Chlorella* A99 (Figure 8A).

**Figure 8.**
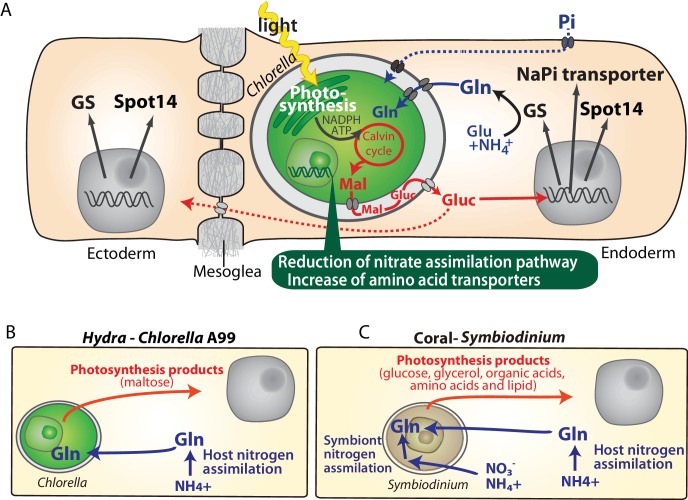
Molecular interactions in the symbiosis of cnidarians. (**A**) Summary of symbiotic interactions between *Hydra* and *Chlorella* A99. During light conditions, *Chlorella* A99 performs photosynthesis and produces maltose (Mal), which is secreted into the *Hydra* symbiosome where it is possibly digested to glucose (Gluc), shown in red. The sugar induces expression of *Hydra* genes encoding glutamine synthetase (GS), Na/Pi transporter (NaPi) and Spot14. GS catalyzes the condensation of glutamate (Glu) and ammonium (NH_4_^+^) to form glutamine (Gln), which is used by *Chlorella* as a nitrogen source. Since the sugar also up-regulates the NaPi gene, which controls intracellular phosphate levels, it might be involved in the supply of phosphorus to *Chlorella* as well (blue broken line). The sugar is transported to the ectoderm (red broken line) and there induces the expression of GS and Spot14. In the *Chlorella* A99 genome, degeneration of the nitrate assimilation system and an increase of amino acid transporters was observed (green balloon). (**B, C**) Comparison between *Hydra-Chlorella* symbiosis and coral-*Symbiodinium* symbiosis. Red indicates transfer of photosynthesis products from the symbiont to the host, and blue indicates transfer of nitrogen sources from the host to the symbiont. While the host organisms *Hydra* and coral can assimilate NH_4_^+^ to Gln (**B, C**), assimilation of inorganic nitrogen by *Symbiodinidium* plays an important role for the symbiotic system in coral (**C**).

(v) While polyps with native symbiont *Chlorella* A99 grew faster than aposymbiotic ones, symbiosis with foreign algae NC64A had no effect on the growth of polyps at all (Figure 1B). (vi) *Hydra* endodermal epithelial cells host significantly fewer NC64A algae than A99 (Figure 1—figure supplement 1) providing additional support for the view of a tightly regulated codependent partnership in which exchange of nutrients appears to be the primary driving force. Previous studies have reported that symbiotic *Chlorella* in green hydra releases significantly larger amounts of maltose than NC64A (Mews and Smith, 1982; Rees, 1989). In addition, Rees reported that *Hydra* polyps containing high maltose releasing algae had a high GS activity, whereas aposymbiotic *Hydra* or *Hydra* with a low maltose releasing algae had lower GS activity (Rees, 1986). Although the underlying mechanism of how maltose secretion and transportation from *Chlorella* is regulated is still unclear, the amount of maltose released by the symbiont could be an important symbiont-derived driver or stabilizer of the *Hydra–Chlorella* symbiosis.

### More general lessons for animal-algal symbiosis

Transcriptome comparison between symbiotic and aposymbiotic *H. viridissima* demonstrated that symbiosis-regulated genes are involved in oxidative stress response and innate immunity. The fact that PRRs and apoptosis-related genes, are also differentially expressed in a number of other symbiotic cnidarians (Table 1), suggests innate immunity as conserved mechanism involved in controlling the development and maintenance of stable symbiotic interactions. Furthermore, the exchange of nitrogenous compounds and photosynthetic products between host and symbiont observed here in the *Hydra-Chlorella* symbiosis is also observed in marine invertebrates such as corals, sea anemones and giant clams associated with *Symbiodinium* algae (Figure 8B,C). Despite these similarities, however, there are also conspicuous differences among symbiotic cnidarians in particular with respect to the nutrients provided by the symbiont to the host. For example, symbiotic *Chlorella* algae in green hydra, *Paramecium* and fresh water sponges provide their photosynthetic products in form of maltose and glucose (Figure 8B) (Brown and Nielsen, 1974; Wilkinson, 1980; Kamako and Imamura, 2006). In contrast, *Symbiodinium* provides glucose, glycerol, organic acids, amino acids as well as lipids to its marine hosts (Figure 8C) (Muscatine and Cernichiari, 1969; Lewis and Smith, 1971; Trench, 1971; Kellogg and Patton, 1983). A former transcriptome analysis of amino acid biosynthetic pathways suggested that *Symbiodinium* can synthesize almost all amino acids (Shinzato et al., 2014). Gene loss in cysteine synthesis pathway in the coral host *Acropora digitifera* seems to reflect the dependency on the amino acids provided by the *Symbiodinium* symbiont (Shinzato et al., 2011). In contrast to *Symbiodinium* which can assimilate inorganic nitrogen such as nitrate and ammonium (Lipschultz and Cook, 2002; Grover et al., 2003; Tanaka et al., 2006; Yellowlees et al., 2008), the symbiotic *Chlorella* algae in *Hydra* and *Paramecium* can only use amino acids as a nitrogen source (Figure 6) (Kamako et al., 2005).

In efforts to explain the metabolic efficiency of nitrogen use in symbiotic organisms, two models have been proposed: the ‘nitrogen conservation’ and the ‘nitrogen recycling’ hypothesis. The nitrogen conservation hypothesis suggests that photosynthetic carbon compounds from the symbiont are used preferentially by the host respiration, which reduces catabolism of nitrogenous compounds (Rees and Ellard, 1989; Szmant et al., 1990; Wang and Douglas, 1998). The ‘nitrogen recycling’ hypothesis suggests that symbionts assimilate nitrogenous waste (ammonium) of the host into valuable, organic compounds, which then are translocated back to the host (Figure 8C Symbiont nitrogen assimilation) (Lewis and Smith, 1971; Muscatine and Porter, 1977; Falkowski et al., 1993; Wang and Douglas, 1998). Our observation that in symbiotic green hydra many genes involved in amino acid metabolism are down-regulated (Figure 1E) is consistent with the assumption of reduction of amino acid consumption by respiration.

In addition to the nitrogen recycling hypothesis, it has been proposed that also corals, sea anemones, *Paramecium* and green hydra hosts can assimilate ammonium into amino acids (Figure 8B,C Host nitrogen assimilation) (Miller and Yellowlees, 1989; Rees, 1989; Szmant et al., 1990; Rees, 1991; Wang and Douglas, 1998; Lipschultz and Cook, 2002). Ammonia assimilation by the host implies that the host controls the nitrogen status to regulate metabolism of the symbionts, which may be involved in controlling the number of symbionts within the host cell. For organisms such as corals living in oligotrophic sea, inorganic nitrogen assimilation and recycling may be necessary to manage the nitrogen sources efficiently. In contrast, for *Hydra* and *Paramecium* living in a relatively nutrient-rich environment may be advantageous in terms of metabolic efficiency that the symbiont abandons its ability to assimilate inorganic nitrogen and specializes in the supply of photosynthetic carbohydrate to the host.

### Genome evolution in symbiotic *Chlorella* sp. A99

Metabolic dependence of symbionts on host supply occasionally results in genome reduction and gene loss. For example, symbiotic *Buchnera* bacteria in insects are missing particular genes in essential amino acid pathways (Shigenobu et al., 2000; Hansen and Moran, 2011). The fact that the corresponding genes of the host are up-regulated in the bacteriocyte, indicates complementarity and syntrophy between host and symbiont. Similarly, in *Chlorella* A99 the nitrogen assimilation system could have been lost as a result of continuous supply of nitrogenous amino acids provided by *Hydra*.

Compared to *Chlorella* NC64A, the closest relative to *Chlorella* A99 among the genome-sequenced algae, genome size and total number of genes in *Chlorella* A99 were found to be smaller (Figure 4B). Although both A99 and NC64A cannot be cultivated using inorganic nitrogen sources (Figure 7) (Kamako et al., 2005), NC64A, unlike A99, obtains all major nitrogen assimilation genes and their cluster structure on the chromosome (Figure 6) (Sanz-Luque et al., 2015). NR and NiR activities were found to be induced by nitrate in free-living *Chlorella*, but not in *Chlorella* NC64A, indicating mutations in the regulatory region (Kamako et al., 2005). Considering the phylogenetic position of NC64A and the symbiotic *Chlorella* of green hydra (Kawaida et al., 2013), the disability of nitrate assimilation in A99 and NC64A seems to have evolved independently, suggesting convergent evolution in a similar symbiotic environment.

Although our findings indicate that genome reduction in *Chlorella* A99 is more advanced than in *Chlorella* NC64A, genome size and total number of genes do not differ much between the Trebouxiophyceae (A99, NC64A and C169) (Figure 4B). By contrast, the parasitic algae *Helicosporidium* and *Auxochlorella* have significantly smaller genome sizes and number of genes indicating extensive genome reduction (Gao et al., 2014; Pombert et al., 2014). The apparently unchanged complexity of the *Chlorella* A99 genome suggests a relatively early stage of this symbiotic partnership. Thus, gene loss in metabolic pathways could occur as a first step of genome reduction in symbionts caused by the adaptation to continuous nutrient supply from the host. Taken together, our study suggests metabolic-codependency as the primary driving force in the evolution of symbiosis between *Hydra* and *Chlorella*.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Hydra viridissima* A99)	*Hydra viridissim*a A99	PMID: 16351895		
Strain, strain background (*Chlorella* sp. A99)	*Chlorella* sp. A99	PMID: 16351895	NCBI BioProject ID: PRJNA412448	
Strain, strain background (*Chlorella variabilis* NC64A)	*Chlorella variabilis* NC64A	Microbial Culture Collection at the National Institute for Environmental Studies	NIES-2541	
Strain, strain background (*Coccomyxa subellipsoidea* C-169)	*Coccomyxa subellipsoidea* C-169	Microbial Culture Collection at the National Institute for Environmental Studies	NIES-2166	
Strain, strain background (*Chlamydomonas reinhardtii*)	*Chlamydomonas reinhardtii*	Microbial Culture Collection at the National Institute for Environmental Studies	NIES-2235	
Commercial assay or kit	TruSeq DNA LT Sample Prep Kit	Illumina	FC-121–2001	
Commercial assay or kit	Nextera Mate Pair Sample Preparation Kit	Illumina	FC-132–1001	
Commercial assay or kit	Miseq reagent kit v3	Illumina	MS-102–3003	
Commercial assay or kit	HiSeq SBS kit v4	Illumina	FC-401–4003	
Commercial assay or kit	BigDye Terminator v3.1 Cycle Sequencing Kit	Thermo Fisher Scientific	4337454	
Commercial assay or kit	4 × 44K *Hydra viridissima* A99 Custom-Made Microarray	Agilent Technologies	NCBI GEO Platform ID: GPL23280	
Commercial assay or kit	GE Hybridization Kit and GE Wash Pack	Agilent Technologies	5188–5242, 5188–5327	
Commercial assay or kit	High Sensitivity DNA Kit	Agilent Technologies	5067–4626	
Commercial assay or kit	RNA6000 nano kit	Agilent Technologies	5067–1511	
Commercial assay or kit	Low Input Quick Amp Labeling Kit	Agilent Technologies	5190–2305	
Commercial assay or kit	PureLink RNA Mini Kit	Thermo Fisher Scientific	12183018A	
Commercial assay or kit	Fermentas First Strand cDNA Synthesis Kit	Thermo Fisher Scientific	K1621	
Chemical compound, drug	Trizol reagent	Thermo Fisher Scientific	15596026	
Chemical compound, drug	AmpliTaq Gold 360 Master Mix	Thermo Fisher Scientific	4398901	
Chemical compound, drug	ISOPLANT II	Nippon Gene	316–04153	
Chemical compound, drug	GoTaq qPCR Master Mix	Promega	A6002	
Chemical compound, drug	KOD FX Neo	TOYOBO	KFX-201	
Software, algorithm	Feature Extraction Software	Agilent Technologies	RRID:SCR_014963	
Software, algorithm	Newbler	454 Life Sciences, Roche Diagnostics	RRID:SCR_011916	
Software, algorithm	SSPACE	PMID: 21149342	RRID:SCR_005056	
Software, algorithm	GapCloser	PMID: 23587118	RRID:SCR_015026	
Software, algorithm	NCBI BLAST	PMID: 2231712	RRID:SCR_004870	
Software, algorithm	CEGMA	PMID: 17332020	RRID:SCR_015055	
Software, algorithm	Augustus: Gene Prediction	PMID: 16845043	RRID:SCR_008417	
Software, algorithm	Blast2GO	PMID: 16081474	RRID:SCR_005828	
Software, algorithm	Hmmer	PMID: 9918945	RRID:SCR_005305	
Software, algorithm	CLUSTALX2	PMID: 17846036	RRID:SCR_002909	
Software, algorithm	BioEdit	Nucleic Acid Symposium Series 41, 95–98	RRID:SCR_007361	
Software, algorithm	Njplot	Biochimie 78, 364–369	NA	
Software, algorithm	OrthoFinder	PMID: 26243257	NA	

### Biological materials and procedures

Experiments were carried out with the Australian *Hydra viridissima* strain A99, which was obtained from Dr. Richard Campbell, Irvine. Polyps were maintained at 18°C on a 12 hr light/dark cycle and fed with *Artemia* two or three times a week. Aposymbiotic (algae free) polyps were obtained by photobleaching using 5 μM DCMU (3-(3,4-dichlorophenyl)−1,1-dimethylurea) as described before (Pardy, 1976; Habetha et al., 2003). Experiments were carried out with polyps starved for 3–6 days. Isolation of endodermal layer and ectodermal layer was performed as described by Kishimoto et al. (Kishimoto et al., 1996). Symbiotic *Chlorella* were isolated as described before by Muscatine and McAuley (Muscatine, 1983; McAuley, 1986). *Chlorella variabilis* NC64A (NIES-2541), *Coccomyxa subellipsoidea* C-169 (NIES-2166) and *Chlamydomonas reinhardtii* (NIES-2235) were obtained from the Microbial Culture Collection at the National Institute for Environmental Studies (Tsukuba, Japan).

### Nucleic acid preparation

Total RNA of *Hydra* was extracted by use of the Trizol reagent and PureLink RNA Mini Kit (Thermo Fisher Scientific) after lysis and removal of algae by centrifugation. The genomic DNA of green algae was extracted using ISOPLANT II (Nippon Gene, Tokyo, Japan) following DNase I treatment to degrade contaminant DNA. Quantity and quality of DNA and RNA were checked by NanoDrop (Thermo Scientific Inc., Madison, USA) and BioAnalyzer (Agilent Technologies, Santa Clara, USA).

### Microarray analysis

Total RNA for synthesis of cRNA targets was extracted from about 100 green hydra for each experimental group. Experiments were carried out using three biological replicates. cRNA labeled with cyanine-3 were synthesized from 400 ng total *Hydra* RNA using a Low Input Quick Amp Labeling Kit for one color detection (Agilent Technologies). A set of fluorescently labeled cRNA targets was employed in a hybridization reaction with 4 × 44K Custom-Made *Hydra viridissima* Microarray (Agilent Technologies) contributing a total of 43,222 transcripts that was built by mRNA-seq data (NCBI GEO Platform ID: GPL23280) (Bosch et al., 2009). Hybridization and washing were performed using the GE Hybridization Kit and GE Wash Pack (Agilent Technologies) after which the arrays were scanned on an Agilent Technologies G2565BA microarray scanner system with SureScan technology following protocols according to the manufacturer's instructions. The intensity of probes was extracted from scanned microarray images using Feature Extraction 10.7 software (Agilent Technologies). All algorithms and parameters used in this analysis were used with default conditions. Background-subtracted signal-intensity values (gProcessedSignal) generated by the Feature Extraction software were normalized using the 75^th^ percentile signal intensity among the microarray. Those genes differentially expressed between two samples were determined by average of fold change (cut of >2.0) and Student's t-test (p<0.1). The data series are accessible at NCBI GEO under accession number GSE97633.

### Quantitative real time RT-PCR

Total RNA was extracted from 50 green hydra polyps for each biological replicate independently. For reverse transcription of total RNA First Strand cDNA Synthesis Kit (Fermentas, Ontario, Canada) was used. Real-time PCR was performed using GoTaq qPCR Master Mix (Promega, Madison, USA) and ABI Prism 7300 (Applied Biosystems, Foster City, USA). All qPCR experiments were performed in duplicate with three biological replicates each. Values were normalized using the expression of the tubulin alpha gene. Primers used for these experiments are listed in Supplementary file 6A.

### Whole mount in situ hybridization

Expression patterns of specific *Hydra* genes were detected by whole mount in situ hybridization with digoxigenin (DIG)-labelled RNA probes. Specimens were fixed in 4% paraformaldehyde. Hybridization signal was visualized using anti-DIG antibodies conjugated to alkaline phosphatase and NBT/BCIP staining solution (Roche). DIG-labeled sense probes (targeting the same sequences as the antisense probes) were used as a control. Primers used for these experiments are listed in Supplementary file 6B.

### Genome sequencing and gene prediction

For genome sequencing of *Chlorella* sp. A99, *Chlorella* sp. A99 was isolated from *H. viridissima* A99 and genomic DNA was extracted. Paired-end library (insert size: 740 bp) and mate-pair libraries (insert size: 2.2 and 15.2 kb) were made using Illumina TruSeq DNA LT Sample Prep Kit and Nextera Mate Pair Sample Preparation Kit respectively (Illumina Inc., San Diego, USA), following the manufacturer's protocols. Genome sequencing was performed using Illumina Miseq and Hiseq 2000 platforms. Sequence reads were assembled using Newbler Assembler version 2.8 (Roche, Penzberg, Germany) and subsequent scaffolding was performed by SSPACE (Boetzer et al., 2011). Gaps inside the scaffolds were closed with the paired-end and mate-pair data using GapCloser of Short Oligonucleotide Analysis Package (Luo et al., 2012). To overcome potential assembly errors arising from tandem repeats, sequences that aligned to another sequence by more than 50% of the length using blastn (1e-50) were removed from the assembly. The completeness of the genome was evaluated using CEGMA v2.4 (Core Eukaryotic Genes Mapping Approach) based on mapping of the 248 most highly conserved core eukaryotic genes (CEGs) on the assembled genome (Parra et al., 2007). The completeness of complete and partial CEGs in the A99 scaffolds was 80 and 88%, respectively. The fraction of repetitive sequences was 12%. Gene model was predicted by AUGUSTUS 3.0.1 using model parameters for NC64A (Stanke et al., 2006). This Whole Genome Shotgun project has been deposited at DDBJ/ENA/GenBank under the accession PCFQ00000000 (BioProject ID: PRJNA412448). Genome sequences and gene models are also accessible at the website of OIST Marine Genomics Unit Genome Project (http://marinegenomics.oist.jp/chlorellaA99/viewer/info?project_id=65).

### Analysis of genes in *Hydra viridissima* and *Chlorella*

Annotation of transcriptome contigs and prediction of gene models was performed by use of BLAST, Gene Ontology (Ashburner et al., 2000) and blast2go (Conesa et al., 2005). To examine the conservation of *H. viridissima* contigs among metazoans, homology searches by blastx (evalue 1E-5) were performed using protein databases obtained from NCBI for *Drosophila melanogaster* and *Homo sapiens*, from the JGI genome portal (http://genome.jgi.doe.gov/) for *Branchiostoma floridae*, *Nematostella vectensis*, from Echinobase (http://www.echinobase.org/EchinoBase/) for *Strongylocentrotus pupuratus*, from Compagen for *Hydra magnipapillata*, and from the OIST marine genomics Genome browser ver.1.1 (http://marinegenomics.oist.jp/coral/viewer/info?project_id=3) for *Acropora digitifera*.

For comparative analysis of gene models of *Chlorella* sp. A99 and other algae, domain searches against the Pfam database (Pfam-A.hmm) were performed using HMMER (Eddy, 1998; Finn et al., 2016), and ortholog gene grouping was done using OrthoFinder (Emms and Kelly, 2015). The sequences of the reference genes and genomes were obtained from the database of the JGI genome portal for *Chlorella variabilis* NC64A, *Coccomyxa subellipsoidea* C-169, *Volvox carteri*, *Micromonas pusilla*, and *Ostreococcus tauri*, from NCBI for *Auxenochlorella protothecoides* 0710, from Phytozome (http://phytozome.jgi.doe.gov/pz/portal.html) for *Chlamydomonas reinhardtii*, from OIST Marine Genomics (http://marinegenomics.oist.jp/symb/viewer/info?project_id=21) for *Symbiodinium minutum*, *Symbiodinium kawagutti* genome, from Dinoflagellate Resources (http://web.malab.cn/symka_new/) for *Symbiodinium kawagutti* and Reefgenomics (http://reefgenomics.org/) for *Symbiodinium microadriaticum*) (Merchant et al., 2007; Palenik et al., 2007; Worden et al., 2009; Blanc et al., 2010; Prochnik et al., 2010; Blanc et al., 2012)

Nitrogen assimilation genes in *Chlorella* A99 were identified by orthologous gene groups and reciprocal blast searches. The number of genes for nitrate assimilation genes, glutamine synthetase and glutamate synthetase, and clustering of such genes were systematically reported by (Sanz-Luque et al., 2015). We used these data as reference for searches of nitrogen assimilation genes, and further nitrogen assimilation genes were searched by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (Kanehisa and Goto, 2000). JGI genome browsers of *Chlorella variabilis* NC64A and *Coccomyxa subellipsoidea* C-169 were also used for retrieving genes and checking gene order on the scaffolds.

### Phylogenetic analysis

For a phylogenetic tree of chlorophyte green algae, the sequences of 18S rRNA gene, ITS1, 5.8S rRNA gene, ITS2 and 28S rRNA gene were obtained from scaffold20 of *Chlorella* A99 genome sequence, and from NCBI nucleotide database entries for *Chlorella variabilis* NC64A (FM205849.1), *Auxenochlorella protothecoides* 0710 (NW_011934479.1), *Coccomyxa subellipsoidea* C169 (AGSI01000011.1), *Volvox carteri* f. nagariensis (NW_003307662.1), *Chlamydomonas reinhardtii* (FR865576.1), *Ostreococcus tauri* (GQ426340.1) and *Micromonas pusilla* (FN562452.1). Multiple alignments were produced with CLUSTALX (2.1) with gap trimming (Larkin et al., 2007). Sequences of poor quality that did not well align were deleted using BioEdit (Hall, 1999). Phylogenetic analyses were performed using the Neighbor-Joining method by CLUSTALX with the default parameters (1000 bootstrap tests and 111 seeds). Representative phylogenetic trees were drawn by using NJ plot (Perrière and Gouy, 1996).

### PCR amplification of nitrate assimilation genes in green algae

Primers were designed based on the conserved region of the NRT2 gene, NiR and NR genes (positive control) identified by comparison of genes from *Chlorella variabilis* NC64A (NC64A), *Coccomyxa subellipsoidea* C169 (C169), and *Chlamydomonas reinhardtii* (Cr) which belongs to Chlorophyceae class of green algae. Primers for NAR2 could not be designed because of insufficient conservation. As positive controls, amplicons were produced for NR of all the green algae examined and of NRT2 and NiR from NC64A, C169 and Cr, after which their sequences were checked. KOD FX Neo (TOYOBO, Tokyo, Japan) was used under the following conditions: an initial denaturation phase (94°C for 120 s) followed by 36 cycles of (98°C for 30 s, 69°C for 100 s) for NiR, (98°C for 30 s, 58°C for 30 s and 68°C for 210 s) for NRT2 and (98°C for 30 s, 59°C for 30 s and 68°C for 60 s) for NR. In each case, 10 ng gDNA was used as a template. The primers used are described in Supplementary file 6C. PCR products were sequenced to confirm amplification of the target genes using ABI PRISM 3100 Genetic Analyzer (Thermo Fisher Scientific Inc., Madison, USA) using BigDye Terminator v3.1 Cycle Sequencing Kit (Thermo Fisher Scientific).

### In vitro culture of algae

To isolate symbiotic algae, polyps were quickly homogenized in 0.25% sodium dodecyl sulfate (SDS) solution and centrifuged at 3000 g for 1 min. The pellet was resuspended in 0.05% SDS and centrifuged at 500 g for 5 min. Isolated A99, NC64A and C169 were washed by sterilized Bold Basal Medium (Bischoff and Bold, 1963) modified by the addition of 0.5% glucose, 1.2 mg/L vitamine B1 (Thiaminhydrochloride), 0.01 mg/L vitamine B12 (Cyanocobalamin) (Supplementary file 7) and incubated for two days in modified Bold Basal Medium with 50 mg/l ampicillin and streptomycin. The algae were cultivated in 5 ml of modified Bold Basal Medium (BBM) with the same amount of nitrogen (2.9 mM NaNO_3_, NH_4_Cl, glutamine or 426 mg/l casamino acids) and 5 mg/l Carbendazim (anti-fungal) with fluorescent illumination (12 hr light, 12 hr dark) at 20˚C. Mean numbers of algae per ml were calculated from three tubes enumerated at 4, 8, and 12 days after inoculation with 10^6^ cell/sml using a hemocytometer. After cultivation, gDNA was isolated from the A99 cultured in Gln-containing BBM and casamino acid-containing BBM and A99 was isolated from green hydra directly. A partial genomic region of the 18S rRNA gene was amplified by PCR and sequenced to confirm absence of contamination by other algae. PCR was performed using AmpliTaq Gold (Thermo Fisher Scientific). Sequencing was performed as described above. The primers used are described in Supplementary file 6D.

# Supplementary material for: Metabolic co-dependence drives the evolutionarily ancient Hydra–Chlorella symbiosis
**Source:** eLife. 2018 May 31;7:e35122. doi: 10.7554/eLife.35122
**Supplement:** Supplementary file 2. — (B) Blast best hit genes of Arabidopsis thaliana in Chlorella sp. A99 genes belonging to OG0000040 and OG0000324.

**Supplementary File 2**

A. Ortholog groups of Aa_trans containing protein in *Chlorella variabilis NC64A* (NC64A), *Coccomyxa subellipsoidea* C-169 (C169), *Volvox carteri* (Vc), *Micromonas pusilla* (Mp) and *Ostreococcus tauri* (Ot) and *Chlamydomonas reinhardtii* (Cr).

| **Ortholog Group ID** | **A99** | **NC64A** | **c169** | **Cr** | **Vc** | **Mp** | **Ot** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| OG0000040 | 12 | 12 | 6 | 3 | 1 | 0 | 0 |
| OG0000324 | 6 | 7 | 1 | 2 | 1 | 0 | 0 |
| OG0001336 | 2 | 1 | 1 | 1 | 1 | 1 | 1 |
| OG0004053 | 1 | 2 | 2 | 1 | 0 | 0 | 0 |
| OG0006517 | 1 | 1 | 0 | 0 | 0 | 0 | 0 |
| OG0001069 | 1 | 2 | 3 | 1 | 1 | 1 | 1 |
| OG0000830 | 1 | 4 | 1 | 2 | 1 | 2 | 1 |
| OG0002190 | 1 | 1 | 1 | 1 | 1 | 1 | 1 |
| OG0011340 | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| OG0004863 | 1 | 5 | 0 | 0 | 0 | 0 | 0 |
| OG0000468 | 2 | 2 | 2 | 2 | 2 | 2 | 2 |
| OG0003354 | 2 | 1 | 1 | 1 | 1 | 1 | 1 |
| OG0003801 | 1 | 1 | 0 | 1 | 1 | 1 | 1 |

B. Blast best hit genes of *Arabidopsis thaliana* in *Chlorella* sp. A99 genes belonging to OG0000040 and OG0000324

| **OG0000040** | **Best Hit gene ID** | **Best Hit gene of Arabidopsis thaliana** | **e-value** |
| --- | --- | --- | --- |
| scaffold1.g5447.t1 | NP_196484.1 | amino acid permease 2 | 4E-62 |
| scaffold1.g5579.t1 | NP_196484.1 | amino acid permease 2 | 7E-32 |
| scaffold12.g8277.t1 | NP_196484.1 | amino acid permease 2 | 1E-34 |
| scaffold13.g380.t1 | NP_196484.1 | amino acid permease 2 | 6E-12 |
| scaffold14.g1284.t1 | NP_196484.1 | amino acid permease 2 | 2E-33 |
| scaffold2.g7119.t1 | NP_001318716.1 | lysine histidine transporter 1 | 9E-73 |
| scaffold2.g7251.t1 | NP_196484.1 | amino acid permease 2 | 3E-59 |
| scaffold21.g2221.t1 | NP_175076.2 | amino acid permease 5 | 9E-60 |
| scaffold40.g5168.t1 | NP_196484.1 | amino acid permease 2 | 5E-38 |
| scaffold5.g864.t1 | NP_196484.1 | amino acid permease 2 | 2E-60 |
| scaffold6.g2644.t1 | NP_196484.1 | amino acid permease 2 | 2E-58 |
| scaffold6.g2815.t1 | NP_186825.2 | Transmembrane amino acid transporter family protein | 3E-43 |
| **OG0000324** | **Best Hit gene ID** | **Best Hit gene of Arabidopsis thaliana** | **e-value** |
| scaffold10.g2481.t1 | NP_001330273.1 | Transmembrane amino acid transporter family protein | 7E-06 |
| scaffold11.g3916.t1* | NP_172258.1  NP_565239.1 | Histone superfamily protein  Transmembrane amino acid transporter family protein | 1E-47  7E-40 |
| scaffold15.g4364.t1 | NP_566854.1 | Transmembrane amino acid transporter family protein | 8E-31 |
| scaffold2.g7197.t1 | NP_566854.1 | Transmembrane amino acid transporter family protein | 2E-24 |
| scaffold21.g2185.t1 | NP_565239.1 | Transmembrane amino acid transporter family protein | 5E-14 |
| scaffold3.g6325.t1 | NP_566854.1 | Transmembrane amino acid transporter family protein | 6E-34 |

* This sequence consists from a region similar to NP_172258.1 and a region similar to NP_565239.1.

# Supplementary material for: Metabolic co-dependence drives the evolutionarily ancient Hydra–Chlorella symbiosis
**Source:** eLife. 2018 May 31;7:e35122. doi: 10.7554/eLife.35122
**Supplement:** Supplementary file 4.

**Supplementary File 4**

Sequence ID of nitrogen assimilation genes in *Symbiodinium*.

|  | ***S. minutum*** | ***S. kawagutii*** | ***S. microadriaticum*** |
| --- | --- | --- | --- |
| **nitrate/nitrite transporter** | symbB.v1.2.016992.t1 | Skav225355, Skav219905, Skav225351, Skav203483, Skav209212, Skav201769, Skav225357, Skav201780, Skav228348, Skav225353, Skav207686, Skav207688, Skav209211, Skav209986, Skav219909, Skav219911 | Smic4625, Smic4635, Smic4642, Smic4659, Smic8092, Smic16438, Smic19954, Smic19956, Smic19959, Smic39394, Smic39591, Smic42197, Smic46994 |
| **nitrate reductase** | symbB.v1.2.040297.t1, symbB.v1.2.039611.t1, symbB.v1.2.036677.t1 | Skav200060 Skav201768 Skav201772 Skav201782 Skav203995 Skav204326 Skav207684 Skav208446 Skav214906 | Smic18218, Smic29038, Smic32352 |
| **nitrite reductase** | symbB.v1.2.039610.t1 symbB.v1.2.040143.t1 symbB.v1.2.036678.t1 | Skav201776, Skav201775, Skav201565, Skav201710, Skav225196, Skav210721, Skav210720, Skav209209 | Smic13334, Smic21292, Smic36135, Smic36136, Smic36137, Smic46498 |
| **glutamine synthetase** | symbB.v1.2.034154.t1, symbB.v1.2.034155.t1, symbB.v1.2.021192.t1, symbB.v1.2.021193.t1, symbB.v1.2.024504.t1, symbB.v1.2.000900.t1, symbB.v1.2.019913.t1, symbB.v1.2.034154.t1, symbB.v1.2.034155.t1, symbB.v1.2.021192.t1, symbB.v1.2.021193.t1, symbB.v1.2.024504.t1, symbB.v1.2.000900.t1, symbB.v1.2.019913.t1, symbB.v1.2.034154.t1, symbB.v1.2.034155.t1, symbB.v1.2.021192.t1, symbB.v1.2.021193.t1, symbB.v1.2.024504.t1, symbB.v1.2.000900.t1, symbB.v1.2.019913.t1, symbB.v1.2.034154.t1, symbB.v1.2.034155.t1, symbB.v1.2.021192.t1, symbB.v1.2.021193.t1, symbB.v1.2.024504.t1, symbB.v1.2.000900.t1, symbB.v1.2.019913.t1 | Skav214369, Skav229194, Skav210471, Skav217577, Skav207474, Skav200954, Skav211054, Skav212873, Skav200952, Skav211053, Skav221126, Skav202590, Skav218541 | Smic2606, Smic11656, Smic15228, Smic17455, Smic21035, Smic23174, Smic38039, Smic46769 |
| **glutamate synthase (ferredoxin)** | symbB.v1.2.020534.t | Skav221682 | Smic28419 |
| **glutamate synthase (NADPH/NADH)** | symbB.v1.2.014989.t1, symbB.v1.2.017142.t1, symbB.v1.2.017146.t1, symbB.v1.2.014989.t1, symbB.v1.2.017142.t1, symbB.v1.2.017146.t1 | Skav230375, Skav230378, Skav229867, Skav230379, Skav229868, Skav230377, Skav229865, Skav230376, Skav233007 | Smic9540, Smic27011 |

Sequences were obtained from the database of OIST Marine Genomics in *S. minutum, Symbiodinium kawagutti* Genome and Dinoflagellate Resources in *S. kawagutii* and Reefgenomics in *S. microadriaticum.* The annotation of the genes in *S. kawagutii* was based on Lin et al., (2015).

# Supplementary material for: Metabolic co-dependence drives the evolutionarily ancient Hydra–Chlorella symbiosis
**Source:** eLife. 2018 May 31;7:e35122. doi: 10.7554/eLife.35122
**Supplement:** Supplementary file 5.

**Supplementary File 5**

Sequence ID of nitrogen assimilation genes in *Chlorella variabilis NC64A* (NC64A), *Coccomyxa subellipsoidea* C-169 (C169), *Volvox carteri* (Vc), *Micromonas pusilla* (Mp) and *Ostreococcus tauri* (Ot) and *Chlamydomonas reinhardtii* (Cr).

| **A99** | **NC64A** | **c169** | **Cr** | **Vol** | **Mp** | **Ot** |
| --- | --- | --- | --- | --- | --- | --- |
| **GOGAT (glutamate synthase)*** | | | | | | |
| scaffold18.g1969.t1 | 33619 | 22625 | Cre12.g514050 | Vocar.0006s0290 | 57115 | 29431 |
|  | 142154 | 53183 | Cre13.g592200 | Vocar.0064s0005 | 70244 |  |
| **GS (Glutamine synthetase)*** | | | | | | |
| scaffold6.g2861.t1 | 56005 | 23194 | Cre02.g113200 | Vocar.0001s1591 | 4228 | 15060 |
| scaffold7.g3389.t1 | 143431 | 23517 | Cre03.g207250 | Vocar.0011s0254 |  |  |
|  |  | 30043 | Cre12.g530600 | Vocar.0028s0089 |  |  |
|  |  | 31742 | Cre12.g530650 | Vocar.0028s0090 |  |  |
| **AMT (ammonium transporter, Rh)** | | | | | | |
| na | 21763 | 65570 | Cre06.g284100 | na | na | na |
|  |  | 65572 | Cre06.g284150 |  |  |  |
| **AMT (ammonium transporter, Amt family)** | | | | | | |
| scaffold2.g7405.t1 | 36096 | 47532 | Cre02.g111050 | Vocar.0001s1695 | 29536 | 29863 |
| scaffold2.g7406.t1 | 56592 | 52218 | Cre03.g159254 | Vocar.0008s0224 | 45964 | 18135 |
| scaffold3.g6262.t1 | 58614 |  | Cre06.g293051 | Vocar.0019s0251 | 48406 | 25714 |
|  | 136742 |  | Cre07.g355650 | Vocar.0022s0058 | 50351 | 29181 |
|  | 141357 |  | Cre09.g400750 | Vocar.0028s0082 | 59331 |  |
|  |  |  | Cre12.g531000 | Vocar.0049s0040 |  |  |
|  |  |  | Cre13.g569850 | Vocar.0051s0018 |  |  |
|  |  |  | Cre14.g629920 | Vocar.0054s0046 |  |  |
|  |  |  |  | Vocar.0063s0027 |  |  |
|  |  |  |  | Vocar.0069s0013 |  |  |
| **NRT2 (high affnity nitrate/nitrite transporter)*** | | | | | | |
| na | 26630 | 28993 | Cre02.g110800 | Vocar.0008s0137 | 49583 | 24168 |
|  | 138674 |  | Cre03.g150101 | Vocar.0008s0138 |  |  |
|  |  |  | Cre03.g150151 | Vocar.0008s0200 |  |  |
|  |  |  | Cre09.g396000 |  |  |  |
|  |  |  | Cre09.g410800 |  |  |  |
|  |  |  | Cre09.g410850 |  |  |  |
| **NRT1 (nitrate/peptide transporter family, low affinity nitrate transporter)*** | | | | | | |
| scaffold14.g1044.t1 | 23105 | 19259 | Cre04.g224700 | Vocar.0049s0020 | na | 2706 |
|  | 144528 | 48785 |  |  |  |  |
|  |  |  |  |  |  |  |
| **NAR1 (formate-nitrite transporter family)*** | | | | | | |
| scaffold12.g8267.t1 | 34412 | 20872 | Cre01.g012050 | Vocar.0007s0061 | 70731 | 19784 |
| scaffold18.g1993.t1 | 25301 | 46302 | Cre04.g217915 | Vocar.0008s0135 |  |  |
| scaffold4.g4586.t1 | 53335 |  | Cre06.g309000 | Vocar.0011s0110 |  |  |
| scaffold6.g2788.t1 |  |  | Cre07.g335600 | Vocar.0030s0055 |  |  |
|  |  |  | Cre12.g541200 | Vocar.0046s0010 |  |  |
|  |  |  | Cre12.g541250 |  |  |  |
| **NAR2 (nitrate high-affinity transporter accessory)*** | | | | | | |
| na | 138676 | 47957 | Cre09.g410900 | Vocar.0008s0139 | 70904 | 24167 |
| **NiR (ferredoxin-nitrite reductase)*** | | | | | | |
| na | 26644 | 29833 | Cre09.g410750 | Vocar.0008s0136 | 70828 | 26396 |
| **NR (nitrate reductase (NAD(P)H ))*** | | | | | | |
| scaffold14.g1111.t1 | 56304 | 37154 | Cre09.g410950 | Vocar.0008s0140 | 39565 | 19576 |
|  |  | 29226 |  |  | 57689 |  |

Sequences were obtained from the database of JGI genome portal for *Chlorella variabilis NC64A* (NC64A), *Coccomyxa subellipsoidea* C-169 (C169), *Volvox carteri* (Vc), *Micromonas pusilla* (Mp) and *Ostreococcus tauri* (Ot) and of Phytozome for *Chlamydomonas reinhardtii* (Cr).

* The number of genes in NC64A, C169, Vc, Cr, Mp, Ot were based on Sanz-Luque et al. (2015)

# Supplementary material for: Metabolic co-dependence drives the evolutionarily ancient Hydra–Chlorella symbiosis
**Source:** eLife. 2018 May 31;7:e35122. doi: 10.7554/eLife.35122
**Supplement:** Supplementary file 6.

**Supplementary File 6**

Primers used in this study

A. Primer sequences for quantitative real time RT-PCR

| **Gene ID** | **Forward Primers** | **Reverse Primers** |
| --- | --- | --- |
| 5168 | ACTTTTCGGATATCAAACCCATTC | AATTGAACCTATTCCTCGAACGTC |
| 6508 | GCATCAAATGCGTCCAAATAAC | TTACCGAATATTCAGGCCTTTCTC |
| rc_2417 | CTTATTGCTCATGACCGTAAAGATG | TCGATTTTCACCCTTGATGG |
| 24563 | TGCGCCTTAGTTATATCTCCTCTC | TCTCTTTCTTGTGTTGTTTCTTTCC |
| rc_9398 | GATGTTTGTAGAACACGTTGGATTG | TTCAAGACAGGAGACCACAGG |
| 11411 | TCTTGCTCATGCAACACTGG | CGGTTTACTGCCAATCACATAC |
| 26108 | AATTCCTGTCCGACTGATTTCC | CCAAATCGACCCTTACTTGTTTG |
| rc_10789 | TTGCAAGAATATCTGCTGCTAAG | AGAAATCAACGGAGATCGTGTAG |
| rc_12826 | TTTATTCAAGCAATGGGCAATC | CGTTGCGTTTGTCCCTTTC |
| rc_8898 | TTAAGCATCAACGAAATATCCACTC | ACTTGTTTTGTTGCAAGTGTAGAGC |
| FV81RT001CSTY | TTAGAAATGCATGGTGTTGTTGG | CGGGTCTGTCAAGCATAAGAAG |
| RSASM_17752 | AGAATTGCTTGGGGTGTTCC | GCATATCCACGAATGAGACAAAG |
| rc_13579 | ACGGAGGTTTGGGGAAATAG | TTTGGTCTTAGGAGTGCTCGTC |
| 27417 | TGTACCTGTCCATGGAATTAAAGC | TACCTTGTCCGAATAGCAGCTC |
| rc_26218 | TTAAACTTCGAAGCTGGAAATGG | TTAGCGAAGACTTTGTCGTATGG |
| 1046 | GTGGGTTGCTCGTTATCTACTTG | CACCAGGGATGGGTTTAGG |
| rc_12891 | GTCGGTATGGGAGGTGGAG | CCCAATATACCGCCGACAG |
| NPNHRC_26859 | TGATGAACAAAAGAGCCGTATCTC | GCACGAACCGATACGTCAAC |
| RC_FVQRUGK01AXSJ | TCCCTTATGCACAGGTACGG | GGATCAATAACTGGTGGCACTG |
| rc_14793 | CACCCTTGGGCTGGTAAG | GGGATCTATGGGCAAATAAGG |
| FV81RT002HT2FL | CCAGCAAAAGCCCTTGATTAC | CCTGAATTCACCCCTCCATC |
| NPNHRC_12201 | GTCGGTATGGGAGGTGGAG | CCCAATATACCGCCGACAG |
| finalASM_15403 | AATAGGTGATGCTGGAGAGAATC | AGTATATATGGCTCTCGAGAGTG |
| finalASM_344 | ATGTGAGCCATGTCCAATTGGA | CACTTCTATTGGCAGCTTTCTC |
| tubulin alpha | TTCCTTGCTCATGGAACGAC | AGCAGGGTAAACTGCAAACTCC |
| ef1-alpha | ACCAACATTGTCACCTGGGAG | GGAACAGTACCTGTTGGTCGT |

B. Primer sequences for *in situ* hybridization probes

| **Gene Name** | **Forward Primers** | **Reverse Primers** |
| --- | --- | --- |
| GS-1 | TTGCTGACCCATTCAGAGGA | CCGAACCCAAAAGACCAAAG |
| NaPi | TTGGGAACACAACTGCTGAT | AAAGTTTAGCGAAGACTTTGTCG |
| Spot14 | GAGAAATTGATTAAGCAAGTAAGAG | GGTCAATTGCTCGGTTTC |

C. Primer sequences for PCR amplification of nitrogen assimilation genes in green algae

| **Gene** | **Forward Primers** | **Reverse Primers** |
| --- | --- | --- |
| NRT2 | YCAGTTCTGGTSCKSBRYSMTGTTC | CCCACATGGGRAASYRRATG |
| NiR | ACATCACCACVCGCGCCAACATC | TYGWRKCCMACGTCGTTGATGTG |
| NR | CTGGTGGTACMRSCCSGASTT | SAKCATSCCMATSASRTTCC |

D. Primer sequences for PCR amplification of 18S ribosomal DNA gene in green algae

| **Forward Primers** | **Reverse Primers** |
| --- | --- |
| GGAATAACACGATAGGACTCTGG | GACGGGCGGTGTGTACAAAG |

# Supplementary material for: Metabolic co-dependence drives the evolutionarily ancient Hydra–Chlorella symbiosis
**Source:** eLife. 2018 May 31;7:e35122. doi: 10.7554/eLife.35122
**Supplement:** Supplementary file 7.

**Supplementary File 7**

Composition of modified Bold’s Basal Medium for 1 liter (pH. 7)

| KH_2_PO_4_ | 175 mg |
| --- | --- |
| K_2_HPO_4_ | 100 mg |
| MgSO_4_ · 7H2O | 75 mg |
| CaCl_2_ · 2H_2_O | 25 mg |
| NaCl | 25 mg |
| FeSO_4_ · 7H_2_O, H_2_SO_4_ | 5.0 mg, 1ul |
| Na_2_EDTA, KOH | 50 mg, 31 mg |
| H_3_BO_3_ | 11.4 mg |
| ZnSO_4_ · 7H_2_O | 8.8 mg |
| MnCl_2_ · 7H_2_O | 1.4 mg |
| MoO_3_ | 0.7 mg |
| CuSO_4_ · 5H_2_O | 1.6 mg |
| Co(NO_3_)_2_ · 6H_2_O | 0.5 mg |
| glucose | 5 g |
| Vitamine B1 (Thiaminhydrochloride) | 1.2 mg |
| Vitamine B12 (Cyanocobalamin) | 0.01 mg |

Nitrogen Components

| NaNO_3_ | 250 mg |
| --- | --- |
| NH_4_Cl | 155 mg |
| Glutamine | 426 mg |
| Casamino acids | 426 mg |

How the deposited data were processed for this re-analysis (not part of the article)

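RNA of polyps of the green hydra strain A99 was measured on 12 Agilent 1-colour arrays of 60-mer probes for contigs of its transcriptome, 3 arrays in each of 4 groups. The groups were polyps with the native algae (Hv_Sym), polyps without algae (Hv_Apo), polyps with the foreign algae NC64A (Hv_NC64A) and sexual polyps with the native algae (Hv_Sym_sexy). The deposited scanner files hold the signal intensity of each spot, which the authors read from the scanned images with Agilent Feature Extraction, after its background subtraction and spatial detrending. The authors' processed values are these intensities multiplied by 1 factor per array, so that the 75th percentile is nearly equal on all arrays, on a linear scale. For 4 arrays the processed values and scanner files are assigned to each other's samples, and both were analysed. Supplementary file 1 was read for the lists of the study and for GO names, and 41227 lines of its table of all results were left out of the copy used.

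The log2 of the signal was set relative to the 75th percentile of the 43803 spots of its array that are not controls. Spots with an outlier flag were left out of the scanner files as recorded but were kept in the processed values. Spots of one probe were averaged (60 probes have 10 spots, 45 have 2). No probe was left out for low signal in the main setting. Group means of the 43218 probes were compared with limma 3.58.1 (lmFit and eBayes, 1 mean per group over all 12 arrays) in R 4.3.3, with data.table 1.17.8. A contig was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1. A standard error is that of the limma contrast after its moderation of the spread. An SD is that of the 3 arrays of a group. The comparisons were Hv_Sym, Hv_Sym_sexy and Hv_NC64A each against Hv_Apo, Hv_Sym against Hv_NC64A, and Hv_Sym_sexy against Hv_Sym. Contigs in both symbiotic groups, contigs specific to A99 and contigs of Hv_NC64A were those called in all comparisons concerned in 1 direction.

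Settings, tests and comparisons were set before the data were examined, except where the text says otherwise. Named contigs were all contigs that the paper names, and outside these the contigs with the largest rises and falls among those called in both symbiotic groups, with every array of both on one side of every Hv_Apo array and well above background on all Hv_Sym and Hv_Apo arrays. Of these the paragraphs name the 2 largest in each direction, as recorded and with the processed values. Between Hv_Sym_sexy and Hv_Sym, 1 contig is named as an example, the one with the largest rise with the processed values among those called, with every Hv_Sym_sexy array above every Hv_Sym array and well above background on all arrays of these groups. This rule was set before the data were examined, and the use of that contig as the example after the values were seen. Contigs of the paper were matched to the array by name.

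Between 64.5% and 85.1% of the spots of an array were well above background, and the number of arrays limits the precision. Whether replicate numbers pair the arrays was checked. The titles number the arrays as the slides do, and the descriptions number the Hv_Apo arrays otherwise. Deviations from the group mean of Hv_Sym and Hv_Apo arrays with one title number correlated at 0.13 to 0.37, and those with one description number at -0.32 to -0.14. The main setting has no block. With the title number as a block, 699 higher and 114 lower contigs were called between Hv_Sym and Hv_Apo.

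Alternatives were a normexp background correction with an offset of 50, quantile normalization, median centring, a filter on probes well above background on every array of at least 1 group, the t-test of the methods on log2 and on linear values (unadjusted p under 0.1, ratio over 2) and after Benjamini-Hochberg adjustment, limma at an unadjusted p under 0.1 or without a fold minimum, only the arrays of the groups compared, a variance trend, array weights, blocks by slide, scan batch and replicate number, the processed values, and each array left out in turn. Chosen later were the processed values with only the arrays compared, with the t-test of the methods, with the slide as a block and with array weights, the normexp correction without background outliers, and the removal of a GC trend of each array in a pair of versions.

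The steps were tested on simulated data of the same size, in which 200 of 43218 contigs were changed by 1.5 to 3 (log2). limma recovered 96 of them (48%) with 9 wrong calls, and 0 wrong calls in a comparison without changes. The t-test of the methods made 1196 wrong calls. All simulated groups had the same spread per contig, pooled over the 4 groups as recorded. The median SD was 0.26 in Hv_Sym and 0.27 in Hv_Apo, but 0.39 in Hv_NC64A and 0.70 in Hv_Sym_sexy. The t-test uses only the groups compared, so its count does not measure its wrong calls on the real Hv_Sym and Hv_Apo arrays. The count also has no condition on sexual polyps. GO terms and taxonomically restricted genes were not tested for enrichment, since annotation of all contigs was not used here. Quantitative PCR, measurements of sugar and growth, and genome analyses were not analysed here.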

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

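Tests chosen only after the result was seen were that of scanner files recorded under each other's samples, that of a wrong array in 1 group, and that of position 1 on the slides. Also chosen then were the test of a single sexual array as the whole cause, the count of contigs well above background on the Hv_Apo arrays, and the removal of the GC trend that keeps each array's median.

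The text of the paper gives folds of Hv_Sym_sexy over Hv_Sym for the 10 contigs of Table 3, but no count of contigs that differ between sexual and asexual symbiotic polyps. In the processed values, limma called 739 contigs higher and 783 lower in Hv_Sym_sexy than in Hv_Sym (2663 and 5761 at an unadjusted p under 0.05). On the scanner files as recorded it called 0 and 0, with 513 and 1180 at an unadjusted p under 0.05, 214 and 145 by the methods' t-test on log2 values, and 1 and 0 with array weights. With the slide as a block, a setting chosen after the values were seen, the processed values gave 796 and 1071, and with array weights, also chosen then, 2041 and 4872. For each direction 1 of 10 splits, the real one, gave a count as large, and the others gave 0. The lowest limma adjusted p was 1.73e-07. Since 10 splits cannot give a share under 0.1, their number by itself does not exclude chance. As recorded, all 10 of 10 splits gave a count as large as 0 in each direction.

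A single wrong array is argued against by 4 arrays. As recorded, replicates 2 and 3 of both Hv_NC64A and Hv_Sym_sexy correlate more with the first array of the other group than with that of their own. The correlations do not tell which arrays are out of place, since an exchange of the first arrays would give the same. Scanner files recorded under each other's samples could account for the absence of calls as recorded: only 0.3% of the readable lines of Supplementary file 1 have the Hv_Sym_sexy average of the files as recorded, and all have that of the processed values. In the assignment of the processed values, the 4 arrays stand with the first array that they correlate with more. A single sexual array that differs from the others is argued against as the whole cause, in a test set after the counts were seen. With the processed values limma called 341 higher and 69 lower contigs (410) without the second Hv_Sym_sexy array, 471 and 190 without the third, and 650 and 1164 (1814) without the first, while the other splits of the 6 arrays gave 0 in each direction. How much of the 1522 calls with all arrays such an array adds stays open. The test set before, a fall in the count by more than 1.5 times, was met at 410, but leaving out 1 Hv_Sym array also gave only 402 to 593. Position 1 on the slides, which holds all Hv_Sym arrays and no others, is argued against as the whole cause. In the processed assignment the Hv_NC64A and Hv_Sym_sexy arrays all stand at positions 2 and 3, but the median log2 difference from Hv_Sym was -0.03 for Hv_NC64A against 1.92 for Hv_Sym_sexy in the 739 higher contigs, and -0.16 against -1.36 in the 783 lower contigs. The sexual state of the polyps stays open as a biological explanation and was not tested.

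Of the contigs called in both symbiotic groups against Hv_Apo, 238 of the 470 higher and 35 of the 86 lower are outside the lists of the study. In the processed values 322 of 644 and 80 of 201 are outside. The lists follow the t-test of the methods and marks for low signal, and the criterion of these marks is not known here. For the whole counts, chance is argued against: 1 of 100 splits gave as many higher contigs, where the largest other count was 462, and 3 of 100 gave as many lower, where the largest other count was 86. The share was not computed for the contigs outside the lists alone. Leaving out 1 array moved the whole counts from 178 to 671 higher (lowest without Hv_Apo 1, highest without Hv_Sym_sexy 3) and from 23 to 202 lower.

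A GC-dependent difference between arrays is argued against as the whole cause, since 469 higher and 92 lower contigs were called with the GC trend removed and each array's median kept. Whether RNA of the algae in symbiotic polyps is the cause stays open. The 305 higher contigs that were well above background on all 3 Hv_Apo arrays gave signal without the algae. This cannot decide the question for them, since RNA of the algae could add to that signal. A further 129 were not well above background on any Hv_Apo array, and 21 and 15 were on 1 and on 2. The GC content could not decide: the median was 35% in all 470 higher contigs, 35% in the 129 and 35% in the 86 lower contigs, where RNA of another organism in Hv_Apo was asked about. Since 95% of the probes lie between 30% and 45% GC, 10000 matched lists ran from 35% to 36.67% for the higher contigs and from 35% to 37.5% for the lower. No probe of the called contigs is above 45% GC, which is far below what the paper gives for the algal genome, but the array as a whole has only 44 probes above 45% up to 50% and 85 above 50%. Probes are 60-mers picked from contigs, and the GC content of the contigs themselves was not analysed here. Position on the slide stays open for these contigs too, and the presence of the symbiont stays open as the biological explanation, since the design gives it.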

How the results depend on the processing

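The settings with the authors' processed values under the methods' t-test, with only the arrays of the groups compared, with the slide as a block or with array weights, the removal of a GC trend in either version, and the normexp correction without background outliers were chosen only after the data were seen. Counts are given as higher and then lower contigs. They are 705 and 143 between Hv_Sym and Hv_Apo, 470 and 86 in both symbiotic groups against Hv_Apo, and 232 and 51 of these in the study's lists. The other counts are 0 in the main setting, and their counts at an unadjusted p under 0.05 and by the methods' t-test are given with those results. Where a count changed, the cause was not tested unless it is stated.

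No count changed by more than 1.5 times with median centring, with adjusted p and no fold minimum, with a variance trend, with the slide, the scan batch or the title number as a block, or with the GC trend removed and each array's median kept. Under these settings there were 638 to 715 higher and 114 to 160 lower between Hv_Sym and Hv_Apo, 424 to 470 higher and 72 to 103 lower in both symbiotic groups, 198 to 252 higher and 42 to 68 lower in the study's lists, and the other counts stayed at 0.

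The normexp correction as planned gave 70 and 9 between Hv_Sym and Hv_Apo, 19 and 4 in both symbiotic groups, 19 and 4 in the study's lists. A few spots had moved its fitted background: 17 spots on 4 arrays lay far below the others, all of them background outliers, down to -34192 on the second Hv_Sym array, where the fitted background mean was -1078.8 with all spots and -8.3 without outliers. Without background outliers the correction gave 357 and 157 between Hv_Sym and Hv_Apo, 251 and 113 in both symbiotic groups, 212 and 88 in the study's lists. Quantile normalization gave 724 and 228 between Hv_Sym and Hv_Apo, 516 and 161 in both symbiotic groups, 273 and 77 in the study's lists, and the filter on dim probes, which left out 9174 of the probes and kept 34044, gave 269 and 84 in the study's lists.

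The GC trend was removed in a pair of versions. The first added back the median over GC classes, which shifted arrays against each other and moved the median difference of all contigs between Hv_Sym_sexy and Hv_Apo from 0.008 to 0.27 (log2). It gave 456 and 50 between Hv_Sym and Hv_Apo, 289 and 26 in both symbiotic groups, 140 and 18 in the study's lists, and 250 of the 470 higher and 24 of the 86 lower contigs were called under both. The second version kept each array's median, and 443 and 80 were called under both.

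The methods' t-test at its unadjusted p gave on log2 values 1801 and 927 between Hv_Sym and Hv_Apo, 1077 and 421 in both symbiotic groups, 355 and 191 in the study's lists, 557 and 278 in Hv_Sym against Hv_NC64A, 26 and 4 specific to A99, 98 and 68 in Hv_NC64A against both others, 214 and 145 in Hv_Sym_sexy against Hv_Sym. On linear values it gave 1748 and 780 between Hv_Sym and Hv_Apo, 861 and 413 in both symbiotic groups, 314 and 196 in the study's lists, 563 and 140 in Hv_Sym against Hv_NC64A, 17 and 4 specific to A99, 55 and 75 in Hv_NC64A against both others, 113 and 205 in Hv_Sym_sexy against Hv_Sym. After Benjamini-Hochberg adjustment the t-test on log2 values gave 0 and 0 in both symbiotic groups, 0 and 0 in the study's lists. An unadjusted p under 0.1 in limma gave 1843 and 1042 between Hv_Sym and Hv_Apo, 1202 and 529 in both symbiotic groups, 367 and 198 in the study's lists, 1857 and 614 in Hv_Sym against Hv_NC64A, 80 and 12 specific to A99, 352 and 784 in Hv_NC64A against both others, 706 and 936 in Hv_Sym_sexy against Hv_Sym. These thresholds are not adjusted for the 43218 probes tested, except in the Benjamini-Hochberg setting. With no change simulated beyond 200 contigs, the methods' t-test made 1196 wrong calls and limma 9. That simulation pooled the spread of all groups as recorded, which is wider in Hv_NC64A and Hv_Sym_sexy than in Hv_Sym and Hv_Apo. Its count for the t-test thus does not measure wrong calls between the real Hv_Sym and Hv_Apo arrays.

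With only the arrays of the groups compared, limma gave 1335 and 494 between Hv_Sym and Hv_Apo, 0 and 0 in both symbiotic groups, 0 and 0 in the study's lists. Array weights gave 1771 and 893 between Hv_Sym and Hv_Apo, 947 and 325 in both symbiotic groups, 371 and 142 in the study's lists, 2042 and 664 in Hv_Sym against Hv_NC64A, 53 and 4 specific to A99, 492 and 1388 in Hv_NC64A against both others, 1 and 0 in Hv_Sym_sexy against Hv_Sym. The weight of the third Hv_Sym_sexy array was 0.07. On the processed values the iteration for the weights ended without convergence, the weights ran from 0.04 to 22.5 within Hv_NC64A, and they gave 1738 and 941 between Hv_Sym and Hv_Apo, 1082 and 711 in both symbiotic groups, 403 and 233 in the study's lists, 122 and 250 in Hv_Sym against Hv_NC64A, 25 and 49 specific to A99, 130 and 38 in Hv_NC64A against both others, 2041 and 4872 in Hv_Sym_sexy against Hv_Sym.

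Processed values with their assignment of arrays gave 922 and 252 between Hv_Sym and Hv_Apo, 644 and 201 in both symbiotic groups, 322 and 121 in the study's lists, 2 and 6 in Hv_Sym against Hv_NC64A, 2 and 2 specific to A99, 2 and 0 in Hv_NC64A against both others, 739 and 783 in Hv_Sym_sexy against Hv_Sym. Their block by slide gave 1008 and 279 between Hv_Sym and Hv_Apo, 703 and 219 in both symbiotic groups, 342 and 128 in the study's lists, 796 and 1071 in Hv_Sym_sexy against Hv_Sym, and 0 for every count that compares Hv_NC64A with Hv_Sym. With only the arrays compared they gave 1330 and 493 between Hv_Sym and Hv_Apo, 824 and 373 in both symbiotic groups, 395 and 200 in the study's lists, 1070 and 1323 in Hv_Sym_sexy against Hv_Sym. The methods' t-test on these values gave 1795 and 932 between Hv_Sym and Hv_Apo, 1027 and 618 in both symbiotic groups, 423 and 252 in the study's lists, 64 and 294 in Hv_Sym against Hv_NC64A, 15 and 53 specific to A99, 71 and 24 in Hv_NC64A against both others, 1366 and 2963 in Hv_Sym_sexy against Hv_Sym on log2 values. On linear values it gave 1742 and 785 between Hv_Sym and Hv_Apo, 982 and 554 in both symbiotic groups, 423 and 254 in the study's lists, 90 and 153 in Hv_Sym against Hv_NC64A, 20 and 23 specific to A99, 43 and 30 in Hv_NC64A against both others, 1409 and 2963 in Hv_Sym_sexy against Hv_Sym.

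Replicate numbers differ between the sample titles and descriptions for Hv_Apo. Title numbers equal the slides, and the correlation of deviations between Hv_Sym and Hv_Apo arrays of one number was 0.37, 0.13 and 0.21. For description numbers it was -0.32, -0.24 and -0.14. Description numbers as a block gave 477 and 72 between Hv_Sym and Hv_Apo, 285 and 46 in both symbiotic groups, 143 and 28 in the study's lists. Of the 93 contigs named between Hv_Sym and Hv_Apo, 5 lost their call with title numbers as a block (FPVQZVL01EAWBY, 469, FV81RT001DCTAQ, rc_3992 and NPNHRC_26859, with adjusted p of 0.0583, 0.0628, 0.0724, 0.0568 and 0.0665) and 17 with description numbers. The title block changed no other call among them.

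Leaving out 1 array gave 357 to 1155 higher and 48 to 373 lower contigs between Hv_Sym and Hv_Apo, 178 to 671 and 23 to 202 in both symbiotic groups, and 99 to 310 and 19 to 102 in the lists. In Hv_Sym against Hv_NC64A it gave 0 to 0 and 0 to 1, and in Hv_Sym_sexy against Hv_Sym 0 to 1 and 0 to 0, each 1 without the second Hv_Sym array. Contigs specific to A99 and contigs in Hv_NC64A against both others stayed at 0. The highest counts against Hv_Apo all came without the third Hv_Sym_sexy array, which had the fewest spots well above background (64.5%). For 53 of the 93 named contigs, leaving out 1 array changed the call. These values are of the scanner files as recorded. With the processed values, 517 to 1424 higher and 110 to 577 lower contigs were called between Hv_Sym and Hv_Apo. In both symbiotic groups there were 385 to 926 and 92 to 442. The highest of these counts came without Hv_NC64A 3. Contigs in Hv_NC64A against both others were 0 to 3 higher and 0 lower.

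Over 103 named contigs, in 126 combinations of contig and comparison, 4662 values were computed under other settings. Of these, 3722 kept direction and side of the threshold, 491 were newly past the threshold, 299 were no longer past it, 132 changed sign without a call, and 18 changed sign with a call. The last all came from the methods' t-test or array weights on processed values, whose assignment of 4 arrays differs. For Hv_Sym minus Hv_NC64A the t-test gave 1.52 in rc_12891 (linear values), -1.38 in RC_FVQRUGK01AXSJ, -1.64 in 1353, -1.19 in RC_FWZAEML01C7BP, -1.17 in RC_FVQRUGK01EOXS, -1.10 in rc_11710 (linear values) and -1.07 in 1677. For Hv_NC64A minus Hv_Apo it gave 1.14 in 28947 and 1.47 in RC_FWZAEML01C7BP. Except for the contigs marked linear, each held on log2 and on linear values. Array weights gave -1.51 in RC_FVQRUGK01AXSJ for Hv_Sym minus Hv_NC64A and 1.08 in RC_FWZAEML01C7BP for Hv_NC64A minus Hv_Apo.

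Of simulated changes by 1.5 to 3 (log2), limma recovered 48% (96 of 200), 76.1% of the largest and 18.2% of the smallest, so that a contig not called is not shown to be unchanged. Among the 470 contigs called higher in both symbiotic groups, 129 were not well above background on any Hv_Apo array, and 14 of the 86 called lower were not on any Hv_Sym array. Signal over background limits these contigs, whose folds depend on the background level.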

Differences from the paper's values

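Of 259 values set beside the paper's, 48 differed, 5 counts and 43 folds. A count differed when one value was more than 1.5 times the other, and a fold when it was also further from the paper's than the SD of the arrays, carried over to the fold. Of the alternatives, 29 were set before the data were examined. The settings with processed values other than limma over all arrays, the GC trend and the normexp correction without outliers were chosen after seeing the values.

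Lower contigs in both symbiotic groups were 86, where the paper's count is 256. Of the alternatives set before the data were examined, array weights (325), the processed values (201) and leaving out Hv_Sym_sexy 3 (202) had no difference, and the others did. Processed values with only the arrays of the groups compared, chosen after seeing the values, had none either (373), nor had they with the slide as a block, also chosen then (219). Contigs of localization and transport called in both symbiotic groups were 11, and the paper's count is 27. No difference was found under the methods' t-test on log2 values (23), an unadjusted p under 0.1 in limma (22), array weights (24), the processed values (21) and without Hv_Sym_sexy 3 (19), but under the other alternatives set before the data were examined there was one. The 5 settings with processed values that were chosen after seeing the values had none (27, 27, 27, 20 and 25).

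Contigs specific to A99 were 0 by limma, and the paper's count is 12. A difference was found under every alternative. The processed values gave 2 and 2, and the methods' t-test on linear values 17 and 4. Contigs higher with NC64A were 0, and the paper's count is 19, with a difference under every alternative. Contigs lower with NC64A were 0, and the paper's count is 45. None of the alternatives set before the data were examined had no difference, but the methods' t-test on linear processed values and array weights on processed values, both chosen after seeing the values, gave 30 and 38, without a difference. The counts of these contigs at an unadjusted p under 0.05 and by other tools are given with the contigs specific to A99 and to NC64A.

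In Table 1, the fold of Hv_NC64A over Hv_Sym was 0.759 here and 1.82 in the paper for rc_10246, 0.639 here and 0.99 in the paper for rc_6298, 0.631 here and 1.26 in the paper for 2268, 1.27 here and 0.78 in the paper for rc_21349, 0.934 here and 1.47 in the paper for rc_2499, 0.703 here and 1.26 in the paper for 12749, 0.618 here and 1.01 in the paper for rc_2417. Other folds of Hv_NC64A over Hv_Sym in Table 1 were 0.902 here and 1.78 in the paper for FPVQZVL01EAWBY, 0.949 here and 1.47 in the paper for 1028, 1.18 here and 0.78 in the paper for np_1276, 1.26 here and 0.69 in the paper for 696, 1.10 here and 0.64 in the paper for 13298, 0.830 here and 1.444 in the paper for RC_FWZAEML02HKSC, 0.959 here and 1.787 in the paper for 2835. In Table 1, the fold of Hv_Sym_sexy over Hv_Apo was 7.11 here and 4.73 in the paper for rc_6298, 7.63 here and 3.58 in the paper for 2268, 1.38 here and 2.91 in the paper for rc_26218, 2.38 here and 4.25 in the paper for rc_21349, 2.29 here and 3.83 in the paper for rc_4450, 4.35 here and 7.16 in the paper for np_1276, 2.27 here and 3.53 in the paper for 469. Other folds of Hv_Sym_sexy over Hv_Apo in Table 1 were 1.57 here and 3.24 in the paper for 696, 4.82 here and 13.31 in the paper for Hv_array_4952. In Table 2, the fold of Hv_Sym over Hv_NC64A was 1.67 here and 4.0 in the paper for rc_13579, 0.878 here and 2.9 in the paper for rc_12891, 1.10 here and 4.8 in the paper for 27417, 1.32 here and 2.4 in the paper for rc_26218. In Table 2, the fold of Hv_NC64A over Hv_Sym was 1.25 here and 9.7 in the paper for NPNHRC_26859, 0.891 here and 2.6 in the paper for RC_FVQRUGK01AXSJ, 1.13 here and 4.1 in the paper for rc_14793, 1.31 here and 2.0 in the paper for FV81RT002HT2FL, 1.10 here and 2.3 in the paper for NPNHRC_12201. In Table 3, the fold of Hv_Sym_sexy over Hv_Sym was 2.89 here and 5.98 in the paper for rc_1623, 1.68 here and 0.41 in the paper for RC_FWZAEML01C7BP, 1.75 here and 0.53 in the paper for RC_FVQRUGK01EOXS. In Table 3, the fold of Hv_NC64A over Hv_Sym was 1.22 here and 3.52 in the paper for 28947, 0.381 here and 3.13 in the paper for 1353, 1.00 here and 2.67 in the paper for SSH_397, 0.428 here and 2.28 in the paper for RC_FWZAEML01C7BP, 0.604 here and 2.25 in the paper for RC_FVQRUGK01EOXS, 0.432 here and 2.15 in the paper for rc_11710, 0.344 here and 2.10 in the paper for 1677. Other folds of Hv_NC64A over Hv_Sym in Table 3 were 1.06 here and 2.21 in the paper for rc_363.

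None of the 43 folds differed with the processed values, nor under the 5 settings with processed values that were chosen after seeing the values, except rc_10246 and 12749 (Hv_NC64A over Hv_Sym) with array weights. With the normexp correction the difference was also gone for rc_6298 and 2268 (Hv_Sym_sexy over Hv_Apo), rc_6298, 2268, rc_21349, rc_2499, rc_2417, 1028, 13298 and FV81RT002HT2FL (Hv_NC64A over Hv_Sym), RC_FWZAEML01C7BP and RC_FVQRUGK01EOXS (Hv_Sym_sexy over Hv_Sym). Quantile normalization had none for np_1276 (Hv_Sym_sexy over Hv_Apo), np_1276, RC_FWZAEML02HKSC, NPNHRC_12201, 28947 and SSH_397 (Hv_NC64A over Hv_Sym). Median centring had none for rc_6298, 2268, rc_2499, rc_2417, 1028, RC_FWZAEML02HKSC, FV81RT002HT2FL and SSH_397 (Hv_NC64A over Hv_Sym). The 3 settings of the methods' t-test, whose folds are ratios of linear means, had none for rc_6298, rc_21349, np_1276, 469 and 696 (Hv_Sym_sexy over Hv_Apo), rc_6298, 2268, RC_FWZAEML02HKSC, NPNHRC_26859, RC_FVQRUGK01AXSJ, NPNHRC_12201, 28947, SSH_397, rc_11710 and 1677 (Hv_NC64A over Hv_Sym). Array weights had none for 2268, rc_21349, np_1276, 469 and 696 (Hv_Sym_sexy over Hv_Apo), np_1276 and FV81RT002HT2FL (Hv_NC64A over Hv_Sym), RC_FWZAEML01C7BP and RC_FVQRUGK01EOXS (Hv_Sym_sexy over Hv_Sym). Without Hv_Apo 1, no difference was left for rc_6298 and 2268 (Hv_Sym_sexy over Hv_Apo). Leaving out Hv_Apo 3 left none for rc_6298, 2268, np_1276 and 469 (Hv_Sym_sexy over Hv_Apo). Without Hv_NC64A 2, no difference was left for rc_21349, 1028, RC_FWZAEML02HKSC, NPNHRC_26859, FV81RT002HT2FL, NPNHRC_12201 and SSH_397 (Hv_NC64A over Hv_Sym), rc_13579 and rc_26218 (Hv_Sym over Hv_NC64A). Leaving out Hv_NC64A 3 left none for rc_6298, 2268, rc_2417, np_1276, RC_FWZAEML02HKSC, RC_FVQRUGK01AXSJ, FV81RT002HT2FL, NPNHRC_12201, 28947, SSH_397, rc_11710 and 1677 (Hv_NC64A over Hv_Sym), rc_13579 and rc_26218 (Hv_Sym over Hv_NC64A). Without Hv_Sym 1, no difference was left for 2268, RC_FWZAEML02HKSC, 28947 and SSH_397 (Hv_NC64A over Hv_Sym), rc_13579 (Hv_Sym over Hv_NC64A). Leaving out Hv_Sym 2 left none for 1028, np_1276 and FV81RT002HT2FL (Hv_NC64A over Hv_Sym), RC_FWZAEML01C7BP (Hv_Sym_sexy over Hv_Sym). Without Hv_Sym 3, no difference was left for rc_6298 and np_1276 (Hv_NC64A over Hv_Sym). Leaving out Hv_Sym_sexy 1 left none for rc_1623 (Hv_Sym_sexy over Hv_Sym). Without Hv_Sym_sexy 2, no difference was left for rc_6298, 2268 and rc_4450 (Hv_Sym_sexy over Hv_Apo), RC_FWZAEML01C7BP (Hv_Sym_sexy over Hv_Sym). Leaving out Hv_Sym_sexy 3 left none for 2268, rc_21349, np_1276, 469, 696 and Hv_array_4952 (Hv_Sym_sexy over Hv_Apo), RC_FWZAEML01C7BP and RC_FVQRUGK01EOXS (Hv_Sym_sexy over Hv_Sym). Chosen after the values were seen, the normexp correction without background outliers had none for rc_6298 and 2268 (Hv_Sym_sexy over Hv_Apo), RC_FWZAEML02HKSC, FV81RT002HT2FL, SSH_397, rc_11710 and 1677 (Hv_NC64A over Hv_Sym), RC_FWZAEML01C7BP and RC_FVQRUGK01EOXS (Hv_Sym_sexy over Hv_Sym). Also chosen after the values were seen, the first version of the GC trend had none for rc_21349, rc_4450, np_1276, 469 and 696 (Hv_Sym_sexy over Hv_Apo), np_1276 and 13298 (Hv_NC64A over Hv_Sym). Under the remaining alternatives set before the data were examined, all 43 folds differed.

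The paper gives the contigs of its Tables 1 and 2 as changed between Hv_Sym and Hv_Apo. Among 93 contigs named in this comparison, alternatives called contigs that limma did not call here: 37 under the methods' t-test on log2 or on linear values, 20 after its Benjamini-Hochberg adjustment, 35 at an unadjusted p under 0.1, 33 with only the arrays compared, 36 with array weights, 17 with the processed values, 6 with quantile normalization, 4 with the filter on dim probes, 2 with median centring, 1 with a variance trend and 22 without Hv_Sym_sexy 3. Without Hv_NC64A 1, Hv_NC64A 2, Hv_Sym_sexy 1 and Hv_Sym_sexy 2 there were 3, 2, 4 and 1. Of settings chosen after seeing the values, the processed values gave 32 with only the arrays compared and 37 under the methods' t-test, 19 with the slide as a block and 36 with array weights, the normexp correction without outliers 3, and the GC trend 3 and 1.

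The text of the paper counts more chitinases with a GH18 domain as higher than Table 1 lists, and fewer with a GH19 domain as lower. Here rc_4450, the GH18 contig of Table 1, differed by 1.48, and the GH19 contigs 1028 and FPVQZVL01EAWBY by -2.09 and -2.26 between Hv_Sym and Hv_Apo. The paper gives 4 ubiquitin hydrolase contigs as higher in Hv_NC64A. On the scanner files as recorded all 4 were lower in Hv_NC64A than in Hv_Sym, by 1.22, 0.73, 1.21 and 1.54 for Hv_Sym minus Hv_NC64A, as was contig 1353 with 1.39. The paper gives Sym-1 as higher and acetoacetyl-CoA synthetase as lower in Hv_Sym than in Hv_NC64A, and as recorded they differed by -0.19 and 0.17. Processed values gave each of these contigs the direction of the paper. For Sym-1 and acetoacetyl-CoA synthetase the paper's qPCR has that direction too. The groups of Hv_NC64A and Hv_Sym_sexy as recorded are those that the array correlations argue against.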

Other observations

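The tests of scanner files recorded under each other's samples and of a wrong array in 1 group were chosen only after the result was seen.

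As recorded, replicates 2 and 3 of Hv_NC64A correlated with the first Hv_Sym_sexy array at 0.983 and 0.974 and with the first Hv_NC64A array at 0.962 and 0.953 (across probes, which are not independent). For Hv_Sym_sexy, the second array correlated at 0.99 with the first Hv_NC64A array and 0.97 with the first Hv_Sym_sexy array, and the third at 0.927 and 0.899. All 4 arrays thus lay nearer to the first array of the other group, which argues against the grouping as recorded without telling which arrays are out of place. As an example, rc_4597, the contig with the largest rise among those called in Hv_Sym_sexy against Hv_Sym with the processed values, with every Hv_Sym_sexy array above every Hv_Sym array and well above background on all arrays of both, stood as recorded at 6.59, -7.78 and -6.45 on the Hv_Sym_sexy arrays and at -8.51, 6.84 and 6.96 on the Hv_NC64A arrays. With the processed values these were 6.59, 6.84 and 6.96 and -8.50, -7.78 and -6.45. Of Supplementary file 1, 0.3% of the readable lines have the Hv_Sym_sexy average as recorded. An exchange of records, which was asked about after the arrays were seen, would give these values. Counts and differences as recorded that involve Hv_NC64A or Hv_Sym_sexy thus come from a grouping that the correlations argue against. The paper's qPCR of the contigs of its Table 2 has, between Hv_Sym and Hv_NC64A, the directions of the processed values. As recorded, Sym-1 and acetoacetyl-CoA synthetase had the opposite direction.

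The 6 arrays of a comparison have 10 splits, the real one included, so a share under 0.1 cannot be had, and the number of splits by itself does not exclude chance. As recorded, 1 of 10 splits gave as many higher and 1 of 10 as many lower contigs between Hv_Sym and Hv_Apo, the real one, and the others gave 0. The counts of 0 between Hv_Sym and Hv_NC64A were reached in 10 of 10 splits in each direction, and the split of Hv_Sym 1, Hv_Sym 3 and Hv_NC64A 1 from the other 3 arrays gave 17 contigs. This split keeps both arrays of the first slide, which is also the first scan batch, together, and the other 3 splits that do so gave 0. With the slide or the scan batch as a block, 0 contigs were called between Hv_Sym and Hv_NC64A. For the processed values, 1 of 10 splits was as large for each direction between Hv_Sym and Hv_Apo and between Hv_Sym and Hv_NC64A, and the others gave 0.

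For counts that need more than 1 comparison, 100 splits were drawn. With the processed values, 1 of 100 gave as many contigs higher in both symbiotic groups (largest other count 412) and 2 of 100 as many lower (largest other count 498), which argues against chance. For the study's lists, 1 of 100 gave as many in each direction, as recorded and with the processed values, but the lists were chosen on these arrays and the splits decide nothing. As recorded, the counts of 0 for contigs in Hv_NC64A against both others and for contigs specific to A99 were reached in 100 of 100 splits in each direction, and other splits gave up to 72 higher and 390 lower in Hv_NC64A. In the processed values, 2 of 100 splits gave 2 or more contigs higher in Hv_NC64A and 100 of 100 gave 0 or more lower, and 1 of 100 gave as many contigs specific to A99 in each direction. Other splits gave up to 123 higher and 635 lower contigs in Hv_NC64A.

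Few contigs, 2 higher and 6 lower, were called between Hv_Sym and Hv_NC64A with the processed values. Low quality of the third Hv_NC64A array, which had 64.5% of its spots well above background, stays open as a cause. Without that array 7 contigs were called, 1 higher and 6 lower, but the loss of an array lowers the count by itself: without any 1 Hv_Sym array, any 1 Hv_Apo array, the first Hv_NC64A array, or the first or second Hv_Sym_sexy array 0 were called, without the second Hv_NC64A array 1 higher and 2 lower, and without the third Hv_Sym_sexy array 1 higher and 6 lower. With array weights, which gave that array 0.04 and the first Hv_NC64A array 22.5 without convergence, 122 higher and 250 lower were called. Without the third Hv_NC64A array, calls between Hv_Sym_sexy and Hv_Sym rose from 1522 to 3678.

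Contigs called higher in both symbiotic groups with the processed values, 644, were also higher in Hv_NC64A than in Hv_Apo in 99.8%, and 527 of them were called in that comparison. The shared Hv_Apo arrays by themselves are argued against, since simulated arrays with no change gave 53.5% to 62% over 50 simulations. Of the 201 lower contigs, 99.5% were also lower in Hv_NC64A, where simulated arrays gave 59.1% to 69.2%, and 116 were called. A response shared between both algae stays open, as do position on the slide and the other technical differences from Hv_Apo.

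Of the 129 contigs that were called higher in both symbiotic groups and were not well above background on any Hv_Apo array, 86 were well above background on all Hv_NC64A arrays, 30 on all Hv_Sym_sexy arrays and 115 on all Hv_Sym arrays as recorded. Their median log2 difference was 0.37 between Hv_Sym and Hv_NC64A and 2.28 between Hv_NC64A and Hv_Apo. In the processed values there were 185 such contigs, of which 30, 128 and 151 were well above background on all arrays of these groups, with median differences of 0.36 and 2.11.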
